# Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet

**DOI:** 10.1038/s41398-018-0167-x

**Published:** 2018-07-02

**Authors:** Paul Basil, Qi Li, Hongsheng Gui, Tomy C. K. Hui, Vicki H. M. Ling, Chloe C. Y. Wong, Jonathan Mill, Grainne M. McAlonan, Pak-Chung Sham

## Abstract

An unstable epigenome is implicated in the pathophysiology of neurodevelopmental disorders such as schizophrenia and autism. This is important because the epigenome is potentially modifiable. We have previously reported that adult offspring exposed to maternal immune activation (MIA) prenatally have significant global DNA hypomethylation in the hypothalamus. However, what genes had altered methylation state, their functional effects on gene expression and whether these changes can be moderated, have not been addressed. In this study, we used next-generation sequencing (NGS) for methylome profiling in a MIA rodent model of neurodevelopmental disorders. We assessed whether differentially methylated regions (DMRs) affected the chromatin state by mapping known DNase I hypersensitivity sites (DHSs), and selected overlapping genes to confirm a functional effect of MIA on gene expression using qPCR. Finally, we tested whether methylation differences elicited by MIA could be limited by post-natal dietary (omega) n-3 polyunsaturated fatty acid (PUFA) supplementation. These experiments were conducted using hypothalamic brain tissue from 12-week-old offspring of mice injected with viral analogue PolyI:C on gestation day 9 of pregnancy or saline on gestation day 9. Half of the animals from each group were fed a diet enriched with n-3 PUFA from weaning (MIA group, *n* = 12 units, *n* = 39 mice; Control group, *n* = 12 units, *n* = 38 mice). The results confirmed our previous finding that adult offspring exposed to MIA prenatally had significant global DNA hypomethylation. Furthermore, genes linked to synaptic plasticity were over-represented among differentially methylated genes following MIA. More than 80% of MIA-induced hypomethylated sites, including those affecting chromatin state and MECP2 binding, were stabilised by the n-3 PUFA intervention. MIA resulted in increased expression of two of the ‘top five’ genes identified from an integrated analysis of DMRs, DHSs and MECP2 binding sites, namely *Abat* (*t* = 2.46, *p* < 0.02) and *Gnas9* (*t* = 2.96, *p* < 0.01), although these changes were not stabilised by dietary intervention. Thus, prenatal MIA exposure impacts upon the epigenomic regulation of gene pathways linked to neurodevelopmental conditions; and many of the changes can be attenuated by a low-cost dietary intervention.

## Introduction

The epigenome exerts a modifiable control of gene expression through covalent modifications such as cytosine methylation or chromatin structural changes, which are independent of the inherent DNA sequence^1^. The epigenome is labile in nature^2^ and is thought to mediate interactions between the genome and the environment. A diverse range of environmental exposures have been associated with epigenetic modifications^3–6^; and an unstable epigenome has been linked to complex neurodevelopmental disorders, including schizophrenia^7^ and autism spectrum disorders (ASD)^8^.

Epidemiological and clinical studies indicate that prenatal exposure to maternal immune activation (MIA) is a risk factor for the subsequent development of schizophrenia^9,10^, ASD^11,12^ and bipolar disorder^13^. In rodents, this can be modelled using the viral analogue, PolyIC, to elicit an increase in inflammatory cytokine levels, especially interleukin 6 (IL6) during pregnancy^14,15^. The rodent offspring exposed to this prenatal inflammatory challenge show a robust brain and behavioural phenotype, which mirrors features of neurodevelopmental disorders^16–22^. Therefore, the consensus is that the MIA model may give a helpful insight into the mechanisms contributing to neurodevelopmental disorders in humans^23,24^. However, although postnatal inflammatory processes, and IL6 in particular, have been shown to alter the epigenome^25^ and regulate the methyltransferase gene expression^26^, little is known about the effects of a prenatal immune activation on the postnatal hypothalamic epigenome.

We previously reported the first direct experimental evidence that MIA causes global DNA hypomethylation in the hypothalamus of offspring mice^27^. This brain region is strongly implicated in the neurobiological symptoms of schizophrenia^28^ and autism^29^. In particular, there is increasing evidence that the hypothalamus is involved in the onset of ‘prodromal’ manifestations, or precursors of psychotic symptoms and structural and functional changes occur in this region during adolescence and young adulthood^30,31^. However, while this study was an important first step, we did not have access to the technology to identify MIA-induced methylation differences at the level of individual genes and gene pathways. Nor did we attempt to limit this epigenetic insult. For example, n-3 polyunsaturated fatty acid (PUFA) may have anti-inflammatory effects^32^ and a n-3 PUFA-enriched diet in individuals at ultra-high risk of developing psychiatric disorders has been reported to lead to functional improvement^33^. We reasoned that this relatively low risk intervention may be useful to examine in the MIA model.

Therefore, in this study, we used the more comprehensive approach of reduced representation bisulfite sequencing (RRBS) to quantify methylation differences at CpG dense regions of the genome^34^, with single base resolution to identify methylation differences in multiple genes. We first aimed to replicate our previous finding of global DNA hypomethylation following prenatal MIA in the mouse. We then tested the hypothesis that MIA-induced enhancer and promoter methylation is correlated with DNA hypersensitivity^35^, selective recruitment of methyl-CpG-binding protein (MECP2) at CpG dinucleotides^36^ and altered expression of downstream genes^37^. We identified biologically relevant differentially methylated regions (DMRs) and downstream target genes in an integrated analysis of DMRs, DNase I hypersensitivity sites (DHSs) and MECP2 binding sites using matching publicly available Gene Expression Omnibus (GEO) datasets. Regulation of gene expression by these epigenetic marks was tested by mRNA quantification of six transcripts from selected five ‘top-hit’ genes. Finally, we examined whether a diet enriched with n-3 PUFA introduced immediately post weaning would stabilise the MIA-affected epigenome and limit its modification.

## Materials and methods

### Sample size and experimental design

Female and male C57BL/6N mice were bred and mated in the Laboratory Animal Unit, The University of Hong Kong. Mice were held in a 12 h light–dark cycle (lights off at 1900 h), temperature and humidity-controlled (21 ± 1 °C, 55 ± 5%) animal vivarium. Animals were maintained under ad libitum food and water. All animal procedures were approved by the Committee on the Use of Live Animals in Teaching and Research at The University of Hong Kong (CULATR 2640-12) and every effort was made to minimise the number of animals used and their suffering.

Preliminary evaluations based on our pilot study^27^ suggested that ~10 individual samples give a power of 80% at an alpha = 0.05 for detecting a Δmethylation of at least 7% between the groups. The sample size in this study was calculated according to ‘experimental units’. This is considered to be an efficient and economical way to reduce variance, as all the animals exposed to the same treatment and shared the same conditions are treated as a single unit^38,39^. In this case, an experimental unit comprised same-sex litter-mates; exposed to MIA or control saline in prenatal life; fed the same diet; and housed in the same cage. In brief, of *N* = 11 pregnant mice initially used, six were exposed to PolyI:C (5 mg/kg, injection via the tail vein^22^), five to saline vehicle, on gestation day 9. We used day 9 because it is close to key developmental stages such as neural tube closure and has been reported by our group and others to reliably disrupt brain and behaviour^10,22^. This resulted in a total of *N* = 39 individual offspring exposed to MIA and *N* = 38 exposed to saline. After weaning, the same sex offspring from one litter were housed together in one experimental unit. This approach has been recommended to reduce variability within a unit to ensure any differences between conditions will be meaningful; this also increases the statistical power to detect differences^39^. Each experimental unit comprised 2–6 animals. As one of the saline-exposed mothers had delivered a large number of offspring, these were split into two units of each sex for future housing and analysis. This provided a total of 12 MIA-exposed experimental units (six male units: six female units) and 12 experimental units exposed to saline (six male units: six female units). Half the male units (three) and half the female units (three) in the MIA and saline groups were given standard diet (n-6-PUFA) and the other half were given n-3-PUFA-enriched diet. Please see Table 1 and Supplementary Figure 1 for further details.

**Table 1:** Experimental units and animal numbers

	Saline		PolyI:C	
	n-6	n-3	n-6	n-3
Units	6	6	6	6
Animals (male:female)	20 (9:11)	18 (10:8)	18 (10:8)	21 (8:13)

Saline group (*n* = 38) and polyI:C group (*n* = 39) with the number of experimental units and animals in each group

Offspring were weaned and sexed on postnatal day 21, then randomly allocated to a diet enriched with n-3 PUFA or a standard laboratory control diet (isocalorific and with the same total fat content, but a greater proportion of n-6 PUFA). The diets were custom prepared and supplied by Harlan (Harlan Laboratories UK Ltd.). The control diet, based on the standard AIN-93G rodent laboratory diet^40^, contained 65 g/kg corn oil and 5 g/kg fish oil with an approximate (n6):(n3) ratio of 13:1. The n-3 PUFA diet contained 35 g/kg corn oil and 35 g/kg menhaden fish oil with an approximate (n6):(n3) ratio of 1:1 (please see details in Supplementary Table 1). Thus, there were four groups (n-6 SAL; n-6 POL; n-3 SAL; n-3 POL) with six experimental units/group (including three males and three females). The units remained ‘naïve’—free from any subsequent interference until each animal was sacrificed by cervical dislocation at 12-weeks. The hypothalamus was rapidly dissected and frozen in liquid nitrogen until further use. DNA was isolated from brain tissue using the Qiagen EZ1 DNA kit, and equal amount of DNA each sample in the unit was combined and an equal amount of DNA was taken from each unit for analysis after quality checks and normalisation. Sample identity was concealed and uniquely coded vials were randomised at data generation and analysis stages.

### Genome-wide analysis of DNA methylation

To allow comprehensive, unbiased profiling of DNA methylation, the RRBS method was followed to capture target regions for library preparation^41^. 2.5 µg of genomic DNA was digested overnight with MspI enzyme (New England Biolabs, Ipswich, MA), using 20 units of enzyme per µg of DNA to ensure complete digestion. The size-selected targeted fragments were bisulfite converted using EZ DNA methylation kit (Zymo Research, Irvine, CA) and checked on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Qubit 2.0 Fluorometer (Life Technologies, Grand Island, NY). A double-stranded DNA library was produced using Illumina TruSeq DNA library preparation system (Illumina, San Diego, CA). These libraries were PCR amplified, normalised and qPCR was performed to confirm quality, and were then pooled by fluorometric quantitation readings in equimolar concentrations for two lanes of a Hiseq 2000 sequencer flow cell. We performed single-end sequencing with 51 bp read length. Read quality was examined by FastQC, using Phred score of 20 as a cutoff (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). All samples were screened and deemed of high quality for inclusion in subsequent analysis.

### RRBS data processing

We aligned 16–20 million, adapter-trimmed (minimum overlap length set to 12, the minimum read length to keep after adapter removal set to 22 and allowed two mismatches), 50 nucleotides, reduced-representation bisulphite sequences from 24 experimental units. Read depths were normalised using quantile normalisation between experimental units to avoid bias introduced by systematic differences in the amount of sequences from experimental units. The quantitative methylation score at each interrogated CpG site was calculated as the ratio of the number of cytosines to the sum of the number of cytosines and thymine detected at that site. This gave a percentage of DNA methylation for each CpG site, ranging from 0 (unmethylated) to 100 (fully methylated).

### Identification of MIA and diet-associated differentially methylated regions (DMRs)

DMRs were identified in three planned comparisons. This was to address the following questions:

(i) Does MIA affect the methylome? This was addressed by comparing the MIA and saline exposure in groups given the ‘standard’ control diet (n-6-SAL vs n-6-POL).
(ii) Does dietary intervention with n-3 PUFA limit MIA-induced changes to the methylome? This was addressed by comparing the MIA group given n-3 PUFA diet and control diet (n-3-POL vs n-6-POL).
(iii) The third comparison was to address any non-specific effects of the n3-PUFA diet in the saline controls and therefore compared n-3-SAL and n-6-SAL.

### Gene or locus annotation and ranking

The DMRs identified were annotated to the nearest genomic feature using the mouse reference gene list (mm9, downloaded from the UCSC genome browser (http://genome.ucsc.edu/)). Approximately 13% of the CpG sites typed in this study spanned promoters, ~14% exons, ~21% introns and ~52% were intergenic. Similarly, ~20% of the CpG sites examined were located in CpG islands and ~5% were in shore regions. We identified ~25 000 locations in the genome with variable number of CpG sites covered. Supplementary Figure 2 shows the distances from the typed locations to the nearest feature (gene, promoter, or CpG island).

From the group comparison analysis, a number of DMRs were identified. To detect and rank biologically relevant DMRs, we considered both the statistical significance and magnitude of change of approximately 25 000 locations^8^.

1. A multiple testing false discovery rate (FDR)-based Benjamini–Hochberg correction was applied followed by filtering at a ‘*q*-value’ cut off <0.01^42^.
2. The distance from the DMR to the nearest gene was used for functional annotation.
3. The number of CpG sites covered within the same genomic region (within 250 bp) was used to identify DMRs.
4. Differentially methylated CpG sites with *q*-value < 0.01 were ranked according to the magnitude of change (Δmethylation values).

### Pathway and network analysis

DMRs with Δmethylation values more than 3% were mapped to the nearest gene^43^. Pathway and network analysis using the core analysis function from Ingenuity Systems (http://www.ingenuity.com) was used to determine what pathways incorporated these genes^44^.

### Global DNA methylation analysis

The global levels of DNA methylation at CCGG sites were evaluated using ~12 million RRBS–NGS reads by an in-house method. This method relies on the first three bases of reads beginning with CGG or TGG, which in turn depends on the methylation status of the restriction site (CCGG). Calculating the C/T ratio at this CpG site generates a measure of global CCGG methylation^45^. In effect, every read from a directional RRBS library, regardless of alignment to reference, provided information on at least one CpG at the start of the reads.

### DNase I hypersensitivity and MECP2 binding

CpG sites were annotated to the proximal mm10 enhancers from the mouse Encode project^46^. This was to identify biologically relevant sites and its affected target genes. DHSs and MECP2 occupancy sites were analysed by calculating tag density at the CpG sites using SeqMINER^47^. Default parameters were used and DHS data was filtered with a cut off tag density >5 to improve signal-to-noise ratio. Publicly available datasets of MNase sequencing (GSE66869) and MECP2 ChIP sequencing (GSE66868) were used in this analysis. These datasets were selected based on the availability of high depth DNase I hypersensitivity data and MECP2 chromatin binding data from young adult mouse hypothalamus. Effect of n-3 PUFA intervention on this list of DMRs was also tested.

### mRNA quantification

Total RNA was isolated from three biological replicates using TRIzol (Invitrogen) and cDNA was synthesised with oligo dT primers (EvoScript cDNA synthesis kit; Roche). Quantitative PCR was performed using 10 ng of cDNA and LightCycler 480 SYBR Green I reagent in a LightCycler 480 PCR apparatus (Roche). GABA transaminase (*Abat*) and *Gnas9* were chosen because they have differences in methylation in enhancer regions and *Gnas6*, spindle assembly associated (*Sfi1*), ceramide kinase (*Cerk*) and opioid receptor, kappa 1 (*Oprk1*) were chosen because they were the most statistically significant DNA methylation changes. *18S* rRNA was used as internal control. mRNA specific primer sets used in the study are listed in Supplementary Table 2. The relative standard curve method was used to get the mRNA levels in each sample and *18S* rRNA was used to normalise amounts of mRNA between samples. Statistical significance of the changes in expression levels were calculated in R project using General Linear Model (GLM).

### Statistical analysis

Statistical analyses of global DNA methylation and gene expression data used a GLM to identify any main effect of group, sex, or dietary intervention or any interaction between these factors; unpaired two-tailed *t*-tests were used to explore the data post-hoc. The criterion for statistical significance was set as *p* < 0.05 and analyses were conducted using R statistical package (http://www.r-project.org/).

MethylKit (R platform) was used to perform a principal component analysis, a cluster analysis and sample-to-sample genome-wide region-specific analysis in the planned comparisons. A logistic regression model was fitted per CpG and we tested if treatment vector has any effect on methylation or not.

$$\log \left( {\frac{{\pi _i}}{{1 - \pi _i}}} \right) = \beta _0 + \beta _1Treatment_i$$

The criterion for statistical significance was set at Benjamini–Hochberg (BH) *q* < 0.01. Ingenuity pathway analysis was used to identify pathways, networks and diseases from the top-ranked gene list employing a Fisher’s exact test for gene enrichment. The top differentially methylated sites were tested using a hypergeometrical test for over-representation in the functional annotation tools, DHS and MECP2 occupancy.

The same DMRs and genes identified as differentially methylated in the MIA-exposed brain compared to the control group were screened for any effect of n-3 PUFA using paired Wilcoxon signed rank test with continuity correction. Distribution of methylation status of these genes was tested using a Kolmogorov–Smirnov test to identify any skew in distribution.

## Results

Quantitative DNA methylation was measured across ten million CpG locations of the genome in every sample from an estimated 486 254 fragments of genomic DNA. 

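Reduced representation bisulphite sequencing (RRBS) cuts genomic DNA with MspI at CCGG, keeps the short fragments and reads cytosine methylation in the CpG sites close to each cut. Hypothalamus DNA came from 24 pooled experimental units in 4 groups of 6 units, each with 3 female and 3 male units. Their dams were given saline or 5 mg/kg PolyI:C on gestation day 9. Each unit held same-sex litter-mates, and the paper used fewer dams than units. Units from the same litter share the exposure of their dam and are not independent replicates of it. Which units shared a litter was not at hand. The values used here are 2 tables in which the authors compared groups CpG by CpG, n-6-POL with n-6-SAL (the MIA comparison) and n-6-POL with n-3-POL (the diet comparison). Each table gives a p-value from the authors' logistic regression with treatment alone, a q-value and the Δmethylation in percentage points. Δmethylation is n-6-POL minus the other group, so a negative value means lower methylation in n-6-POL. The MIA comparison listed 11556 CpG sites and the diet comparison 12669, with 10912 sites in both and 13313 in either. All 13296 sites on assembled chromosomes fell on the C of a CpG in GRCm38, the build used for positions and genes. The tables give no read counts and no values of single units, so the depth behind a site is unknown and no spread between units can be given. The authors normalised read depth between units by quantiles before this step. Every q-value above 0 was the Benjamini-Hochberg value over the rows of its table divided by one constant, 1.15 in the MIA comparison and 1.09 in the diet comparison.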

Supplementary Figure 2 shows the distribution of percentage of methylation at all CpG locations. This example figure reveals a typical distribution from 0 to 100%, as expected from a heterogeneous sample containing a number of cell types. It also shows a peak at the 50% mark, which usually represents imprinted genes with one allele fully methylated and the other not methylated.

### Global methylation at CCGG sites are associated with MIA and n-3 PUFA intervention

Global DNA methylation in the MIA-exposed hypothalamus was significantly lower than in saline groups (*F* (3, 20) = 7.67, *β* = −5.27, *p* = 3.49 × 10^−04^) and the overall effect of n-3 PUFA dietary intervention was to increase global DNA methylation (*F* (3, 20) = 7.67, *β* = 2.534, *p* = 0.05). There was no significant effect of sex or any interaction with sex; 46.53% of the variance in global DNA methylation was explained by the regression model.

There was a significant group × diet interaction (*F* (4, 19) = 9.96, *β* = 6.07, *p* = 0.009). This resulted from significant hypomethylation in hypothalamus of the n-6-POL compared to the n-3-POL group and was confirmed using *t*-test (*t* = 3.16, *p* = 0.011, Δmethylation = 5.57), especially in males (*t* = 4.55, *p* = 0.033, Δmethylation = 8.66). Means (SEM) are shown in Fig. 1.

**Fig. 1:**
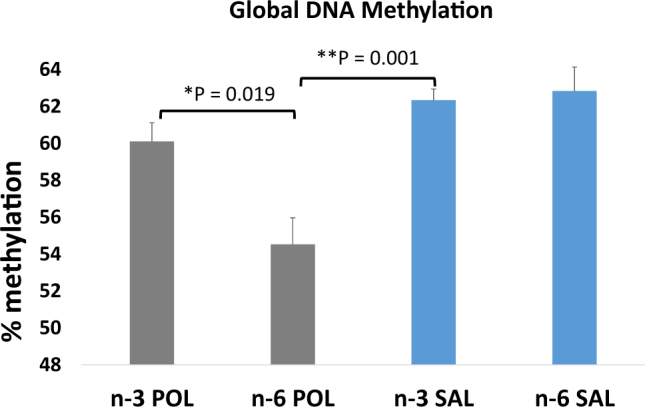
DNA hypomethylation in hypothalamus of MIA-exposed offspring. Percent methylation is shown on the *y*-axis; error bars are standard error of the mean (SEM). *p < 0.05; **p < 0.005; *p* values calculated from a stratified *t*-test between **a** maternal immune activation and control groups given a control diet and **b** MIA groups given a n-3 PUFA or control diet. Treatment groups shown on the *x*-axis: n-3 POL—Omega3 PolyI:C, n-6 POL—Omega6 PolyI:C, n-3 SAL—Omega3 Saline, and n-6 SAL—Omega6 Saline

### Widespread methylation differences in DNA were observed in hypothalamus

In total, 320 differentially methylated CpG sites were identified as passing through *q*-value significance of <0.01 in a comparison between n-6-SAL vs n-6-POL. These included both hypomethylated and hypermethylated sites. 

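In the authors' deposited table for n-6-SAL vs n-6-POL, 322 of the 11556 CpG sites had a q-value below 0.01. Methylation was lower in n-6-POL at 269 of these sites (83.5%, Wilson 95% interval 79.1 to 87.2%) and higher at 53. Over all sites tested, 62.8% had the lower methylation in n-6-POL, with a median Δmethylation of −0.900 percentage points in the authors' deposited table. Among called sites the median Δmethylation was −16.7 percentage points where methylation was lower and 15.7 where it was higher, from the authors' deposited table. The range in the authors' deposited table was −34.2 to 28.8. Joining called sites within 250 bp of each other left 234 regions, of which 181 held 1 site and 53 held 2 or more. A q-value below 0.05 gave 610 sites and a q-value below 0.001 gave 154. Near-identical sequence occurs elsewhere in the genome for 53.8% of the called sites and 47.5% of the others, and keeping only sites whose surrounding 101 bp occur once in GRCm38, an alternative chosen after seeing the data, left 148 sites. One family of near-identical sequence, with a median of 65 copies in the genome, held 84 of the called sites at 42 loci, all lower in n-6-POL.

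**Figure D1:**
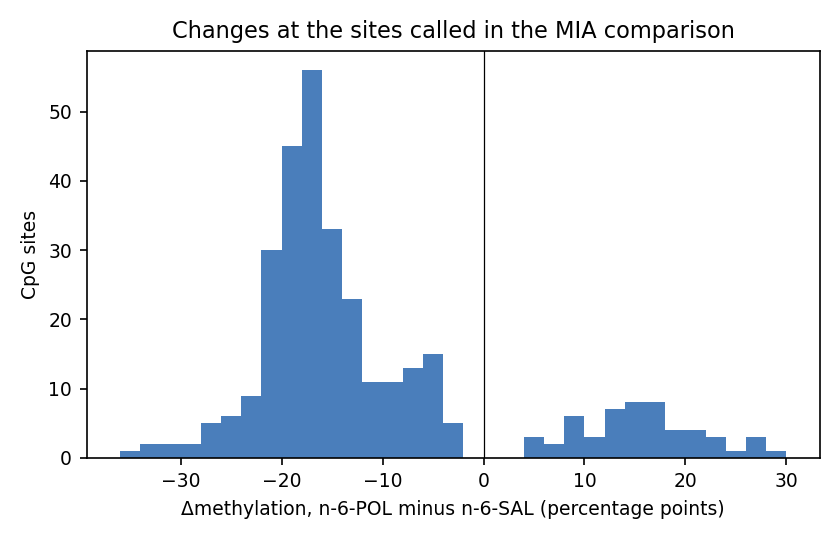
Number of CpG sites (y axis) by Δmethylation, n-6-POL minus n-6-SAL, in bins of 2 percentage points (x axis), for the 322 sites with a q-value below 0.01 in the authors' deposited table. The 269 sites with lower methylation in n-6-POL lie left of 0 and the 53 with higher methylation lie right of it.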

Figure 2 shows the distribution of significance of differentially methylated CpG sites in MIA-exposed tissue vs saline control. 

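Of the p-values in the authors' deposited table for the MIA comparison, 450 were below 0.001, where a uniform distribution over the 11556 sites gives 11.6. A further count at 0.05 gave 1995 sites against 578 under a uniform distribution. The median p-value in the authors' deposited table was 0.351, and the median test statistic was 1.91 times that of a uniform p-value. The excess was therefore spread over many sites as well as concentrated in the 322 called ones. Variation between units that the logistic regression leaves out may give such a spread, as may many small changes. Without values of single units these cannot be told apart.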

The overall distribution of significance of DNA methylation differences showed a highly significant skew, with a number of CpG sites demonstrating an epigenome-wide significant difference in DNA methylation (Supplementary Table 3). A sex stratified analysis also returned similar results.

**Fig. 2:**
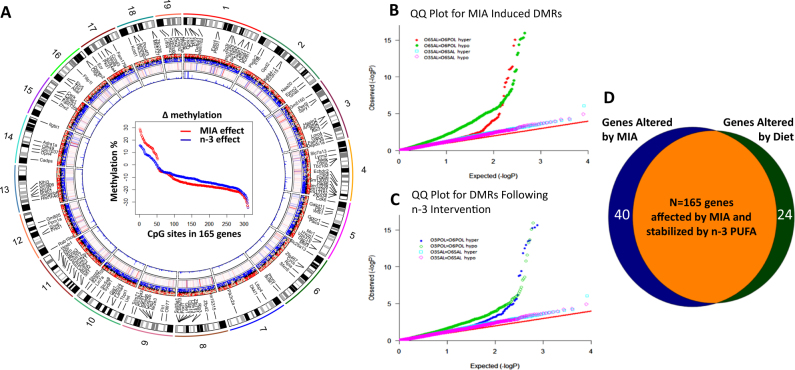
Genome-wide methylation differences in the hypothalamus. **a** MIA-induced DMRs plotted against chromosome locations, with Track1: mouse genome with cytobands. Track2: connectors between the gene names to the chromosome location. Track3: differentially methylated genes connected to the locations. Track4: red dots indicating hypermethylated sites and blue dots indicating hypomethylation. Track5: CpG site distance to the gene; red indicates after transcription start site (TSS) and blue indicates before TSS. Track6: negative log *q*-values for the corresponding CpG sites at that genomic location. Track8: comparison of Δmethylation distribution detected from MIA effect and omega-3 effect. *Y* axis indicates percentage Δmethylation values, *x* axis represents CpG sites from 165 stabilised genes. **b** Quantile–Quantile plot for MIA-induced differentially methylated CpG sites, ‘observed’ *p* values are plotted on the *y* axis against ‘expected’ values on the *x* axis. The red line indicates the distribution of *p* value under the null progression. Control group comparison is expected to follow the null and is plotted to check the level of ‘noise’. **c** Quantile–Quantile plot for differentially methylated CpG sites following dietary intervention. Observed *p* values are plotted observed on *y* axis against expected values on *x* axis. The red line indicates the distribution of *p* value under the null progression. Control group comparison is expected to follow the null and is plotted to check the level of ‘noise’. **d** Methylation profile of genes affected by MIA after n-3 intervention. (1) 165 genes stabilised by n-3 PUFA dietary intervention (Orange); (2) 40 genes affected by MIA but not affected by n-3 PUFA (Blue) and (3) not altered by MIA but altered by n-3 PUFA diet (Green)

A gene annotation was performed on the DMRs and these CpG sites fell onto 204 genes, of which 36 genes have been reported to be associated with schizophrenia and four genes have been found to be associated with autism. 

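The 320 called sites on assembled chromosomes were assigned to the gene with the nearest RefSeq transcription start in GRCm38, which gave 208 genes. Of these sites, 179 were intergenic (55.9%, against 53.5% of the sites tested) and 92 were intronic (28.8% against 25.1%). Coding exons held 28 sites (8.75% against 16.2%), untranslated exons 19 (5.94% against 4.28%) and exons of non-coding transcripts 2. Only 46 sites lay within 1000 bp of a transcription start. With transcription starts from GENCODE in place of RefSeq, 210 genes were named.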

Supplementary Figure 3 shows the genomic location of the top DMRs.

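By the sign of Δmethylation in the authors' deposited table for n-6-SAL vs n-6-POL, 166 of the 208 genes had only sites with lower methylation in n-6-POL, 36 had only sites with higher methylation, and 6 had both. The sites with higher methylation had a particular position. At 40 of these 53 sites (75.5%) the CpG was itself part of an MspI cut site with another cut site less than 51 bp upstream, compared with 10 of 267 sites with lower methylation (3.75%) and 5.77% of the sites that were not called.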

Among the genes mapped by DMRs, 164 genes were identified as hypomethylated, 33 genes were hypermethylated and seven genes had both hypomethylated and hypermethylated sites. 

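A p-value and q-value of exactly 0 were listed at 29 CpG sites in the authors' deposited table for the MIA comparison, and no other site had a q-value below 1e-16.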

Overall, a number of differentially methylated CpG sites passed the significance level *q*-value < 1.0 × 10^−16^ (logistic regression). The list of top differentially methylated CpG sites is given in Table 2. Nine CpG sites located in the promoter region of the gene encoding *Sfi1* were hypomethylated in the MIA-affected hypothalamus compared with control group (Δmethylation = −10.05 to 26.70%, *p* < 1.0 × 10^−16^). 

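All 9 Sfi1 CpG sites lay on chromosome 11 of GRCm38 between 3193385 and 3193478, in an untranslated exon 125 to 218 bp downstream of the transcription start of transcript variant 1 (3131850 to 3193603, minus strand). Δmethylation in the authors' deposited table ran from −26.7 percentage points at 3193428 to −6.59 at 3193478. The remaining sites lay between −9.51 and −6.70 in the authors' deposited table. The q-value was listed as 0 at 8 sites and as 1.75e-13 at 3193385 in the authors' deposited table. The surrounding 101 bp of each site occurred once in the genome, counting matches of at least 90 bp. Shorter matches the length of a read and copies missing from the assembly were not searched. Shared reads are therefore not excluded at these sites. The reference sequence from 3193378 to 3193478, with the site at 3193428 in its centre, is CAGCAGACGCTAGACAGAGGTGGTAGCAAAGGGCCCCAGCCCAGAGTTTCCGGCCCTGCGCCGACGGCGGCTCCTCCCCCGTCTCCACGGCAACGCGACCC on the plus strand.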

An enhancer region upstream to the gene *Abat* was hypomethylated in the MIA-affected hypothalamus compared with control group (Δmethylation = −14.32%, *p* < 0.004). Similarly, the promoter region of the *Gnas* transcript 9 was also hypomethylated in the MIA-affected hypothalamus compared with control group (Δmethylation = −19.74%, *p* < 4.96 × 10^−4^). 

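The called Abat CpG site was at 8530144 on chromosome 16 of GRCm38, in an intron of Abat (8513429 to 8621568, plus strand) and 16715 bp downstream of its transcription start. Δmethylation there was −14.3 percentage points with a q-value of 0.00425 in the authors' deposited table for n-6-SAL vs n-6-POL. A second site, 10180 bp upstream of the start at 8503249, had a Δmethylation of −3.55 percentage points and a q-value of 0.441 in the authors' deposited table.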

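Gnas transcript variant 9 begins at 174327749 on chromosome 2 of GRCm38. The CpG sites next to that start were 174327955, 174327968, 174327978 and 174328433. In the authors' deposited table for n-6-SAL vs n-6-POL, Δmethylation at these sites was −11.4, −10.3, −11.8 and −5.19 percentage points. The q-values in the authors' deposited table were 0.0321, 0.0701, 0.0254 and 0.488, so none of them was below 0.01.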

Table 2 and Fig. 2 show the differentially methylated genes in this comparison.

**Table 2:** Top sites showing MIA and n-3 induced differential methylation

		**n-6-SAL vs n-6-POL**		**n-3-POL vs n-6-POL**		
**Gene name**	**Distance to the gene**	***q*** **-value**	**Δmethylation %**	***q*** **-value**	**Δmethylation %**	**CpG sites**
*Sfi1*	16	< 1.10 × 10^−16^	−26.7 to −6.59	7.18 × 10^−14^	−23.48 to −5.1	9
*Sox17*	−62863	< 1.10 × 10^−16^	10.54 to 18.23	2.58 × 10^−13^	9.58 to 16.02	6
*Pex2*	−284438	< 1.10 × 10^−16^	−17.17 to 14.54	2.60 × 10^−11^	−10.92 to 10.31	5
*Oprk1*	−237706	< 1.10 × 10^−16^	13.94 to 18.02	1.38 × 10^−10^	10.17 to 13.84	2
*Cerk*	−9086	< 1.10 × 10^−16^	−30.08 to −26.79	< 1.10 × 10^−16^	−23.16	1
*Erdr1*	−1137.5	< 1.10 × 10^−16^	−30.08 to −26.79	4.11 × 10^−13^	−27.73 to −20.44	2
*Eya1*	196687	< 1.10 × 10^−16^	16.01 to 24.08	1.30 × 10^−11^	10.50 to 18.79	2
*Filip1l*	38241	< 1.10 × 10^−16^	7.87	3.07 × 10^−13^	6.6	1
*G530011O06Rik*	−30472	< 1.10 × 10^−16^	−34.15 to −32.87	< 1.10 × 10^−16^	−31.52 to −24.74	2
*Gm15386*	−272508	< 1.10 × 10^−16^	9.02 to 13.29	1.36 × 10^−13^	8.86 to 11.66	2
*Pi15*	−134875	< 1.10 × 10^−16^	15.12	< 1.10 × 10^−16^	12.57	1
*Rn45s*	2643	< 1.10 × 10^−16^	−13.6 to 15.71	1.03 × 10^−11^	−10.53 to −7.62	3
*B020004J07Rik*	−27301	1.44 × 10^−13^	−32.83	0.001	−19.01	1
*3110070M22Rik*	−120	2.03 × 10^−13^	−9.74 to 9.93	1.03 × 10^−9^	−7.79 to 4.61	3
*Zbtb24*	−12896	1.49 × 10^−11^	−30.62	0.028	−14.75	1
*Gm10377*	82454	9.70 × 10^−10^	26.22	5.86 × 10^−4^	18.25	1
*Gm5415*	−472527	1.50 × 10^−9^	9.34	6.09 × 10^−7^	8.23	1
*4930515L03Rik*	−71170	2.40 × 10^−9^	28.79	0.166	10.06	1
*1700030C10Rik*	582097	3.59 × 10^−9^	−11.27	0.001	−7.67	1
*2900097C17Rik*	29994	4.24 × 10^−9^	−28.16	0.003	−18.63	1
*Itgbl1*	11323	3.08 × 10^−8^	26.72	0.022	15.49	1
*Plcd3*	17139	6.12 × 10^−8^	−29.14	0.004	−21.17	1
*Gm17026*	54903	1.06 × 10^−7^	23.73	0.002	17.17	1
*Rpia*	703669	1.24 × 10^−7^	22.35	1.81 × 10^−4^	17.75	1
*Mir684-1*	−41569	1.56 × 10^−7^	−26.42	0.001	−20.93	1
*9330188P03Rik*	196	2.15 × 10^−7^	−24.76	0.152	−10.96	1
*Zp3r*	28668	4.36 × 10^−7^	27.79	0.025	18.48	1
*Ppp1r15b*	40280	7.88 × 10^−7^	−27.33	0.002	−19.61	1

List of top differentially methylated genes. n-6-SAL vs n-6-POL comparison lists the MIA effect, n-3-POL vs n-6-POL comparison lists the n-3 effect. 

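Of the genes with sites far from their start, Sox17 had 6 hypermethylated sites from 4559686 to 4560746 on chromosome 1, between 62332 and 63392 bp upstream of its transcription start. Δmethylation at these sites was 10.5 to 18.2 percentage points in the authors' deposited table, and the site at 4560122 changed by −3.57. The sites near Oprk1 at 5350575 and 5350999 (18.0 and 13.9 percentage points) and near Eya1 at 14113407 and 14113619 (24.1 and 16.0) were also hypermethylated in the authors' deposited table. The sequence around the hypermethylated sites near these 3 genes had between 4875 and 6181 near-identical copies in GRCm38, and each of those sites was the second of 2 MspI cut sites 19 or 24 bp apart. At Pex2, 5 sites from 5860668 to 5860701 on chromosome 3, 284420 to 284453 bp upstream of its start, ran from −17.2 to 14.5 percentage points in the authors' deposited table. The Cerk site at 86195226 on chromosome 15, 9085 bp upstream of the start and with 10 copies of its sequence in the genome, had a Δmethylation of −24.4 in the authors' deposited table. The largest changes in the authors' deposited table were at Erdr1 on chromosome X, −34.2 percentage points at 170009230 and −32.9 at 170009547. The same sequence on chromosome Y gave −30.1 at 90784146 and −26.8 at 90784463 in the authors' deposited table, and it occurs 2 times in the genome. The sites the paper lists for Rn45s, from 39844849 to 39846039 on chromosome 17, ran from −13.6 to 15.7 percentage points in the authors' deposited table. Each called site in this range had 1 copy counted in GRCm38, so it is among the 148 sites kept as occurring once. That count leaves out copies missing from the assembly, so reads from such copies are not excluded here. Other large changes fell in the family with 65 copies: −32.8 near C130073F10Rik at 101871322 on chromosome 4 and −30.6 near Zbtb24 at 41437462 on chromosome 10 in the authors' deposited table.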

Average distance from the CpG sites to the nearest gene, *q*-value—BH corrected *p-*value, Δmethylation—difference in methylation in percentages listed as a range, number of differentially methylated CpG sites are listed in the gene. The lowest *q-*value among the differentially methylated CpG sites is listed

### Pathways and networks relevant to neurodevelopment are affected by MIA

The differentially methylated genes in n-6-SAL and n-6-POL groups that survived multiple testing correction (*q*-value < 0.01) were entered into an Ingenuity Pathway core analysis (IPA) (listed in Supplementary Table 3). IPA analysis revealed the top scoring functional networks differentially affected by MIA exposure were ‘nervous system development and function’, followed by ‘cellular development’ and ‘embryonic development’. Please see Supplementary Table 4.

### Many MIA-associated DMRs were DHSs and MECP2 affinity sites

DHSs indicated the presence of highly expressed gene promoters, enhancers and chromatin state at the differentially methylated CpG sites. Please see Supplementary Table 5. Among the annotated DMRs, 64 sites were DHSs and MECP2 binding sites. In general, DMRs showed an overrepresentation of DHSs (hypergeometric test, *p* < 0.03) and an overrepresentation of MECP2 binding sites (hypergeometric test, *p* < 0.001). DHS or MECP2 affinity was not different at hypomethylated sites compared to hypermethylated sites. Figure 3 shows the overlap between number of DMRs, DHSs and MECP2 binding sites.

**Fig. 3:**
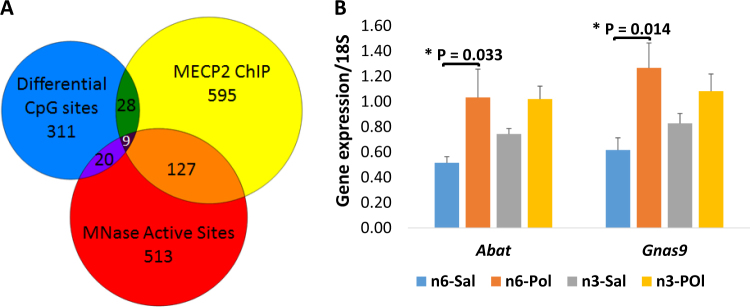
Effect of MIA-associated DMRs in gene transcription. **a** Overlap between the DMRs, DHSs and MECP2 binding sites. **b** *Abat* and *Gnas9* mRNA quantification using RT-qPCR. Quantities are calculated against a standard curve and values are normalised to 18S RNA. Error bars are standard error of the mean (SEM). *p < 0.05; *p* values calculated from a stratified *t*-test between MIA and control groups given a control diet

### MIA-associated differential methylation induced gene expression

Six differentially methylated sites were at annotated mouse enhancers (reference build mm10). As indicated by the bioinformatic analyses, MIA exposure-induced enhancer hypomethylation significantly increased *Abat* mRNA level in the MIA-affected group (GLM, *F* (3, 20) = 4.12, *β* = 3.96, *p* = 0.003). Please see Fig. 3. 

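The transcript variant 6 part of Gnas (174297859 to 174300805 on chromosome 2 of GRCm38) held 10 CpG sites between 174299112 and 174299932, in coding sequence 1253 to 2073 bp downstream of its transcription start. In the authors' deposited table for n-6-SAL vs n-6-POL, q was below 0.01 at 2 of them. These were 174299898, with a Δmethylation of −15.0 percentage points and a q-value of 0.00425, and 174299923, with −16.8 and 0.00699 in the authors' deposited table. The mean over the 10 sites was −13.0 percentage points from the authors' deposited table, against −9.68 over the 4 sites beside the start of variant 9.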

Although MIA induced hypomethylation at *Gnas6* and *Gnas9* promoter regions, only *Gnas9* mRNA was significantly increased in the MIA-affected group (*F* (3, 20) = 3.92, *β* = 4.52, *p* = 0.003). Please see Fig. 3. Finally, there was a trend towards expression changes following MIA exposure in the other selected genes.

### Dietary intervention stabilises the epigenome

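In the authors' deposited table for n-3-POL vs n-6-POL, 102 of the 12669 CpG sites had a q-value below 0.01. Methylation was lower in n-6-POL at 69 of them (67.6%, Wilson 95% interval 58.1 to 75.9%) and higher at 33. These sites formed 73 regions at a gap of 250 bp. Of the 102 sites, 74 were also called in n-6-SAL vs n-6-POL, all with the same sign, 28 were called here alone, and 7 of those 28 were not listed in the MIA comparison. The largest changes called in this comparison outside Erdr1 were −27.1 percentage points in a coding exon of Lefty1, −25.5 in an intron of Ptpro and −25.3 near Grxcr1 in the authors' deposited table.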

In a comparison between n-3-POL and n-6-POL groups, 101 CpG sites were differentially methylated (logistic regression, *q*-value < 0.01). These included hypomethylated and hypermethylated sites. Supplementary Table 3 shows the DMRs identified in this comparison. Figure 2 shows the distribution of significance of differentially methylated CpG sites in n-3 PUFA vs control diet MIA group comparison. A comparison between n-3-SAL and n-6-SAL groups showed that the control group was not affected by n-3 PUFA administration. A sex stratified analysis also returned similar results. Differentially methylated CpG sites were annotated to the nearest gene. These significant CpG sites fell onto 64 genes of which 15 have been reported to be associated with schizophrenia and one gene (*Gnas)* was a complex imprinted locus.

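The 101 called sites of the diet comparison on assembled chromosomes had 65 nearest genes by RefSeq transcription starts, and 42 of these genes also had a called site in the MIA comparison. Intergenic sites made up 64.4% of the called sites and 53.7% of the sites tested. Within 1000 bp of a transcription start lay 20 sites. For Gnas, the sites with a q-value below 0.01 were 174327955 and 174327978 beside variant 9, with a Δmethylation of −16.1 and −15.7 percentage points in the authors' deposited table.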

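By the sign of Δmethylation in the authors' deposited table for n-3-POL vs n-6-POL, 41 of the 65 nearest genes had only sites with lower methylation in n-6-POL, 21 had only sites with higher methylation and 3 had both. Of the 33 sites with higher methylation, 29 (87.9%) were the second of 2 MspI cut sites less than 51 bp apart, compared with 6.29% of the sites that were not called.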

Among the 64 differentially methylated genes identified, 34 were hypomethylated, 29 genes were hypermethylated and one gene had both hypo and hyper-methylated sites. The top differentially methylated sites identified were located in the promoter region of the gene encoding *Sfi1*. Eight CpG sites in this gene promoter were hypomethylated in hypothalamus of the control diet group compared with the n-3 PUFA supplemented group (Δmethylation = −8.51 to 23.48%, *p* < 1.0 × 10^−16^). 

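Against n-3-POL, the same 9 Sfi1 CpG sites had a q-value below 0.01. Δmethylation ran from −23.5 percentage points at 3193428 to −5.10 at 3193465 in the authors' deposited table, and the q-value was listed as 0 at 7 sites. The other q-values in the authors' deposited table were 2.13e-06 at 3193385 and 7.18e-14 at 3193471.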

The list of top differentially methylated CpG sites is given in Table 2. Figure 2 shows the number of differentially methylated genes in this comparison.

A pathway core analysis was performed on the differentially methylated genes in the n-3 PUFA MIA and control diet MIA groups that passed through multiple testing correction (*q* < 0.01); see Supplementary Table 3. IPA analysis revealed the top scoring functional network impacted by n-3 PUFA intervention was; ‘nervous system development and function’, followed by ‘cellular development’, ‘inflammatory disease’ and ‘psychological disease’. See Supplementary Table 4.

### A number of MIA-associated DMRs were stabilised by n-3 PUFA intervention

80.88% of the genes altered by MIA (165/204) were rescued by the dietary intervention. Δmethylation values for the 165 genes (affected by MIA) from n-6-SAL vs n-6-POL comparison was plotted against Δmethylation values for the corresponding genes from the n-3-POL vs n-6-POL comparison (affected by n-3 PUFA intervention). These 165 genes were identified as differentially methylated after MIA. 

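The 208 genes nearest to the sites of the MIA comparison divided into 42 with at least one site at a q-value below 0.01 in the diet comparison and 166 (79.8%) with none. Supplementary Table 3 prints a diet q-value of 0.01 or more in 158 of its 197 entries.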

In the MIA group with dietary intervention, this differential methylation pattern was no longer present. Thus, these genes had been stabilised by dietary intervention. 

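Of the 322 sites called after MIA, 309 had a value in the diet comparison, and 235 of these had a q-value of 0.01 or more in the authors' deposited table. The sign was the same in both comparisons at 303 of the 309 sites. At 292 sites the change against n-3-POL was smaller than the change against n-6-SAL. The median absolute Δmethylation was 16.5 percentage points against n-6-SAL and 10.5 against n-3-POL in the authors' deposited tables, and the median ratio of the second to the first was 0.665. Because n-6-POL enters both comparisons, the difference of the 2 changes is n-3-POL minus n-6-SAL. Its median size was 2.28 percentage points at the 74 sites with a diet q-value below 0.01 and 6.13 at the 235 others. From a pattern no longer present in the group given the n-3 diet, the paper concludes that these genes had been stabilised. Its 165 genes are close in number to the 166 with no called diet site. A diet q-value of 0.01 or more means that no difference between n-3-POL and n-6-POL was called. By itself it is therefore not evidence of a return towards n-6-SAL. The median distance of n-3-POL from n-6-SAL was larger at those 235 sites, although sorting sites by the diet q-value favours that order.

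**Figure D2:**
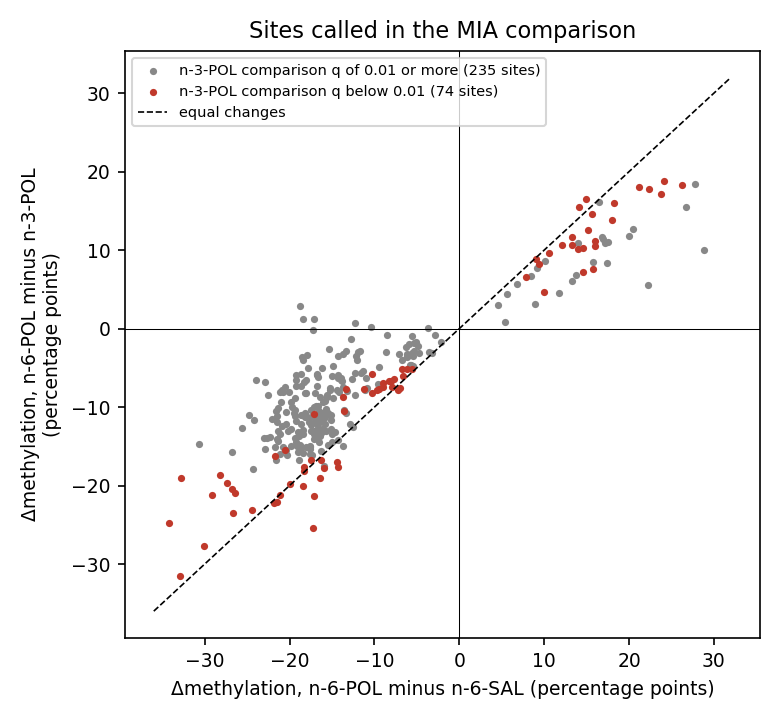
Δmethylation in n-6-POL minus n-3-POL (y axis) against n-6-POL minus n-6-SAL (x axis), both in percentage points from the authors' deposited tables, for the 309 sites called in the MIA comparison. Each point is a CpG site, red for the 74 sites with a diet q-value below 0.01 and grey for the 235 others, and the dashed line marks equal changes; 292 sites have the smaller absolute change against n-3-POL.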

Please see Fig. 2. 

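Over the 309 sites called in the MIA comparison that the diet comparison also lists, the signed changes in the authors' deposited tables had medians of −15.8 and −8.15 percentage points. The maximum distance between their cumulative distributions was 0.405 (exact 2-sided Kolmogorov-Smirnov test, p = 5.46e-23). Sites lie close together and share the n-6-POL group, so the p-value describes these sites and not independent replicates.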

The difference between the empirical distributions of both groups were significantly different (*D* = 0.40, Kolmogorov–Smirnov test *p* = 2.2 × 10^−16^). Furthermore, the difference between untreated comparison Δmethylation and treated comparison Δmethylation was significant (*V* = 8090, *p* < 2.2 × 10^−16^) in a paired Wilcoxon signed rank test. 

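Paired by site, the absolute change against n-6-SAL exceeded that against n-3-POL by a median of 5.25 percentage points . With n = 309 sites, the 2-sided Wilcoxon signed rank test with continuity correction gave V = 46910 on the absolute changes (p = 2.47e-48) and V = 7440 on the signed changes (p = 8.46e-26). Reversing the sign of each pair at random 100000 times gave a permutation p of 1e-05, the smallest these permutations can give. The sites were selected by their q-value against n-6-SAL, which by itself favours the larger change in that comparison. At the 95 sites selected instead by the q-value against n-3-POL, a comparison added after seeing the data, 36 had the smaller change against n-6-SAL and the median ratio was 0.921. With n = 95 sites the Wilcoxon test on the absolute changes then gave V = 2731 (p = 0.0945). That selection in turn favours the larger change against n-3-POL, so neither test is free of selection.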

Pathways and functions identified from 165 genes stabilised by n-3 PUFA intervention following MIA exposure is listed in Supplementary Table 6.

### Dietary n-3 PUFA intervention alters chromatin state at MIA-associated DMRs

Among the DMRs identified as DHSs, hypomethylated sites were stabilised by dietary n-3 PUFA (*t* = 2.28, *p* = 0.02) when compared to control DMRs. Hypermethylated DHSs were not affected by dietary n-3 PUFA.

### Dietary n-3 PUFA intervention did not alter expression of selected target genes

There was no significant effect of dietary intervention, sex, any interaction with diet or sex; more than 38.23% of the variance in gene expression was explained by the regression models. Dietary n-3 PUFA intervention appeared to limit expression differences in *Sfi1, Cerk, Gnas6* in both sexes; *Gnas9* and *Oprk1* expression differences were limited by n-3 PUFA in females. However these observations did not reach statistical significance. Please see Supplementary Figure 4.

## Discussion

This study was a comprehensive analysis of DNA methylation differences in the hypothalamus from a mouse model relevant to autism and schizophrenia. It also examined the effect of n-3 PUFA early dietary intervention.

### Global DNA methylation differences and response to n-3 PUFA in offspring exposed to MIA

We documented that a global hypomethylation of CCGG locations in DNA extracted from the hypothalamus is associated with prenatal exposure to immune activation. This is consistent with the global methylation differences observed in our earlier study using a LINE1 measure^27^. The mechanism underlying this effect of MIA is unclear and may be due to both the nature of the challenge and the timing of exposure. For example, the effects of MIA are mediated at least in part by IL-6^48^ and in other systems, specifically oral cancer, IL-6 has been shown to cause global LINE-1 hypomethylation^25^. In addition, however, other prenatal exposures such as valproic acid, which are linked to adverse neurodevelopmental outcomes, have been shown to modify the epigenome including through DNA hypomethylation^49^.

The results reported here concur with evidence from human studies and other animal studies that environmental exposures have epigenetic effects^50,51^. For example, changes in global CCGG methylation in human blood samples are linked to adverse prenatal environment such as maternal exposure to famine^52^; and are also observed in the thalamus and hippocampus of mice exposed to malnourishment^53^. Moreover, the picture of predominant hypomethylation with some hypermethylation at a number of DNA sites within hypothalamic tissue of adult offspring of immune challenged mothers is broadly consistent with a recent study of prefrontal changes following MIA by Meyer group^54^.

We have now extended our previous findings and report that hypomethylation due to MIA can be limited by early dietary intervention by n-3 PUFA. These results fit with a number of studies that report beneficial effects of n-3 PUFAs on the epigenome^55^, development^56^ and in clinical treatment^57^.

### DNA methylation differences affecting chromatin state and gene expression

Extended analysis of the methylome, MNase-seq data and MECP2 ChIP-seq data showed a pattern of extensive DHS and MECP2 binding (Supplementary Figure 5) at DMRs. Mapping DHSs is an established method of identifying key transcriptional regulatory regions^58^. An overrepresentation of DHSs in the DMRs indicated there were MIA-associated differences in the transcriptional programme. The overrepresentation of MECP2 recruitment at these sites is also consistent with this.

We selected six ‘top-hits’ for mRNA analysis. First we found overexpression of *Abat* in the MIA-exposed hypothalamus. *Abat* is responsible for the catabolism of gamma-aminobutyric acid (GABA) in brain, therefore this observation fits with the evidence that GABAergic signalling is disrupted in neurodevelopmental conditions such as schizophrenia and ASD. For example, increased GABA breakdown by ABAT might contribute to the decreased GABA content reported in cerebrospinal fluid of first-episode psychosis^59^. The second gene we examined was *Gnas9. Gnas9* is a paternally expressed transcript coding the α-subunit of G-protein coupled receptors (GPCRs) such as GABA_B_ receptors. Therefore, again GABA pathways appear to be particularly targeted by MIA. This susceptibility of GABA to MIA in prefrontal cortex has previously been reported by the Meyer group^54,60,61^ and we suggest changes in methylation state are the possible antecedent. However, an alternative explanation for overexpression of *Gnas9* may be that it is a secondary response to decrease in GABA elicited by excess ABAT activity.

Finally, we observed a trend towards an increase in *Sfi1, Cerk, Gnas6* expression in MIA-exposed males and *Oprk1* expression in both sexes compared to the control group; *Sfi1, Gnas6*, and *Cerk* expression was lower in MIA-exposed females compared to the control group. Thus, it appears that at least some of the effects of MIA on gene expression are sex specific and the current stratified analysis lacked statistical power to identify any true effect.

### Specific genes, gene pathways and response to n-3 PUFA intervention

MIA-induced DNA methylation differences at individual CpG sites were concentrated within genes for ‘nervous system development and function’. Moreover, the genes modified by prenatal MIA included many of those already associated with schizophrenia and autism, including *Abat, Gnas, Cerk, Cnnm2, Pex5l, Ppp1r15b, Slc19a2, Pi15* and *Pex2*. The pathways influenced by these genes, such as the ceramide signalling pathway and AMPK signalling pathway are those involved in cell signalling and synaptic transmission fundamental to neurodevelopment and brain function^62,63^. The IL-6 signalling pathway was also enriched in this analysis of the impact of MIA. This latter observation is entirely consistent with the key role of IL6 in the MIA mouse model^15^. For example, the post-natal behavioural sequelae of prenatal MIA can be prevented by IL6 gene knock-out, or anti-IL6 antibodies^48^.

n-3 PUFA dietary supplementation from weaning attenuated the majority of MIA effects on the epigenome including genes involved in ‘regulation of transcription’; but excluding genes involved in ‘phosphoprotein phosphatase activity’. We did not examine the behavioural consequences of this intervention in the present study. This was based on increasing evidence that the post-natal environment alters neuronal metabolism and structure (e.g. Ding et al.^64^; Zhou et al.^65^) and causes epigenetic changes^66^, which might have confounded interpretation. However, we have previously shown that this same n-3 PUFA intervention prevented the pathological elevation of N-acetyl aspartate in the brains of young adult animals exposed to MIA in-utero; as well as the emergence of postnatal behavioural abnormalities^67^. This is consistent with evidence from clinical studies that n-3 PUFA supplementation may be useful in schizophrenia^68^ and in individuals at ‘ultra high risk’ for psychosis^33^.

Although the n-3 PUFA diet in general limited hypomethylation in the MIA model, and modified DHSs and MECP2 recruitment sites, it did not limit the over-expression of *Abat, Gnas9, Sfi1, Cerk, Gnas6* and *Oprk1*. This may be in part due to the range of effects of methylation on gene expression. For example, a large body of work by Bird et al. suggests that MECP2 recruitment at CpG sites within the genome is methylation density dependent and it acts as a global transcriptional repressor^69,70^. On the other hand, work by Zogbi et al. suggests that MECP2 recruitment can also activate transcription^71^. It may also be that other regulatory regions or interaction with other epimutations not influenced by n-3 PUFA contribute to the regulation of these genes and potentially explain why their expression remained unchecked. Nevertheless, inspection of the data indicated that dietary n-3 PUFA intervention did tend to limit MIA-induced changes in *Sfi1, Cerk*, and *Gnas6* expression in both sexes; and *Gnas9* and *Oprk1* in females. Possibly, n-3 PUFA effects might be specific to one sex, but this needs to be examined further in larger samples to achieve adequate statistical power.

A transcript variant-specific effect of diet was identified in *Gnas* Complex Locus (please see Supplementary Figure 6). n-3 PUFA had differential effects on two transcript variants of the *Gnas* gene including a sex-specific trend in expression; therefore its effects on overall expression may have been masked. Hypomethylation at the promoter region of transcript variant 6 was restored towards normal whereas transcript variant 9 was not significantly affected. 

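Against n-3-POL, the 10 CpG sites in the variant 6 part of Gnas had a mean Δmethylation of −5.59 percentage points in the authors' deposited table, and none had a q-value below 0.01. The 4 sites beside the start of variant 9 had a mean of −13.6 in the authors' deposited table, with 2 sites below 0.01. Taking the difference of the 2 comparisons, n-3-POL lay a mean of −7.38 percentage points from n-6-SAL over the variant 6 sites and 3.93 percentage points from it over the variant 9 sites. By these values, the diet comparison called sites at variant 9 and none at variant 6. The paper instead describes variant 6 as moving back to normal and variant 9 as without a significant effect. The spread between units is not known for either value, and the difference between the variants was not tested.

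**Figure D3:**
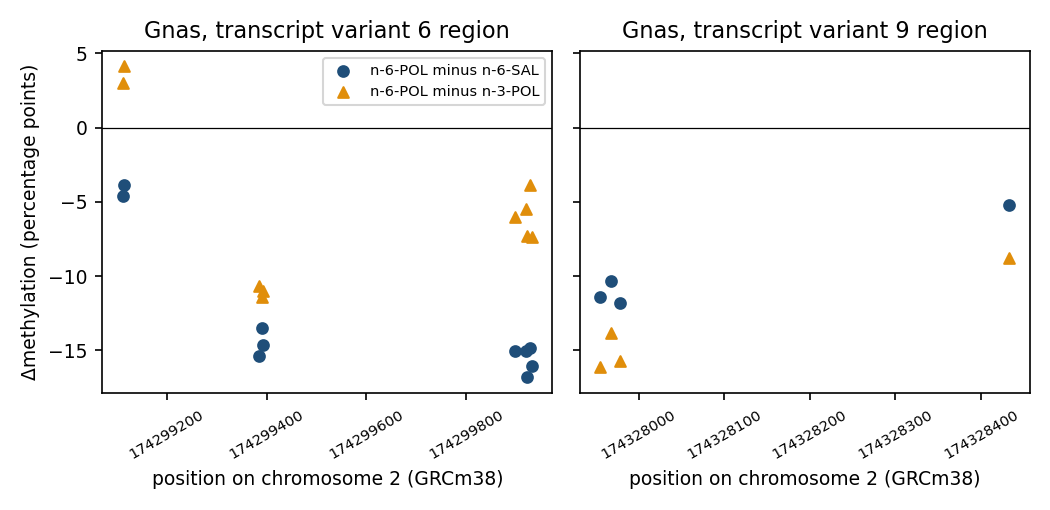
Δmethylation in percentage points (y axis) by position on chromosome 2 of GRCm38 (x axis) for the 10 Gnas CpG sites of the variant 6 region (left) and the 4 of the variant 9 region (right), from the authors' deposited tables. Circles are n-6-POL minus n-6-SAL and triangles n-6-POL minus n-3-POL; at the variant 9 sites the triangles lie below the circles.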

The *Gnas* gene has been implicated in autism^72^ and other psychiatric disorders^73^, but there is currently very limited knowledge about its transcriptional complexity and how this relates to disease risk. Understanding the impact of isoform-specific differential methylation and n-3 PUFA effect on specific isoforms of *Gnas* is challenging but would be useful to explore further.

### Strengths and limitations of the study

This study had several strengths. First, an analytic approach was adopted which took account of the direction, extent and significance of methylation differences in MIA-exposed and control animals. It also allowed examination of the effect of MIA-associated differential methylation on chromatin state and gene expression. Second, a comprehensive genome-wide analysis of the role of epigenetic programming in offspring affected by environmental risk factors was performed, and the effects of genotype, age, sex were controlled for. This facilitated the discovering of DMRs in novel genomic locations as well as many of which have been previously implicated in schizophrenia and autism. Finally, it revealed a preventative effect of n-3 PUFA diet on changes in DNA methylation.

This study had a number of limitations. First, although the study had coverage of ~10 000 000 CpG sites in the mouse genome, it did not provide complete information about all promoters and CpG islands and limited by the MspI restriction sites. Moreover, validating DMRs using an alternative method if not limited by the amount of sample DNA available would have been beneficial. Second, the genome-wide methylation profiling was performed in DNA extracted from brain tissue controlling for weight, but the tissue may still be heterogeneous, and contain a range of cells of different epigenetic profile. Third, CpG sites identified as differentially methylated were annotated based on their location using the reference gene boundary, promoter location, defined CpG location and shores. This may limit identification of actual effects of CpG sites, as enhancers, chromatin modifiers and regulatory factors may act at distant sites. Fourth, chromatin state information is generated from MNase sequencing data which captures readily available open chromatin. This may generate nonspecific DNA fragments spanning a longer region of the genome. Similarly, MECP2 is an abundant neuronal protein and its high affinity for DNA may produce nonspecific ChIP enrichment. Measures were taken to reduce noise by normalising tag counts and applying a cutoff.

Finally, we did not examine the behavioural consequences of this intervention in the present study. This was based on increasing evidence that the post-natal environment also alters neuronal metabolism and structure^74,75^ and causes epigenetic changes^66^, which might have confounded interpretation. However, we have previously shown that this same n-3 PUFA intervention prevented the metabolite changes in the brains of young adult animals exposed to MIA in-utero; as well as the emergence of postnatal behavioural abnormalities^67^.

## Conclusions

In conclusion, this is the first direct examination of the impact of prenatal MIA on genome-wide DNA methylation in mouse hypothalamus. It also examined the effect of n-3 PUFA intervention on the observed methylation differences. This study shows that: (1) there was a difference in global DNA methylation between MIA-affected and saline control groups; (2) there were numerous DNA methylation differences genome-wide in the MIA-exposed adult brain; (3) many of these DMRs detected were in the promoter or key regulatory regions of novel genes and those which were implicated as risk genes in schizophrenia or autism; (4) chromatin state and expression of genes downstream to the MIA-associated DMRs was also affected; (5) a number of DMRs detected were rescued by n-3 PUFA dietary intervention.

We emphasise however, that this work has examined only one mechanism in which the environment contributes to neurodevelopmental disorders, and only one approach to modifying its detrimental impact. Our experiments were conducted under highly controlled conditions and translating our results from the rodent to the much more complex human context may not be straight-forward. They do however suggest that a fuller understanding how epigenetic mechanisms influence brain development may yield practical prevention and/or treatment targets for neurodevelopmental disorders; and the possibility of harnessing relatively ‘safe’ low-cost dietary interventions is worth further study.

### Data availability

RRBS data is available in GEO (GSE102942).

## Electronic supplementary material

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Figures Legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

# Supplementary material for: Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet
**Source:** Transl Psychiatry. 2018 Jul 2;8:125. doi: 10.1038/s41398-018-0167-x
**Supplement:** Supplementary file 1 — Supplementary Table 1

Supplementary Table 1. Table of different diet compositions used.

| **Contents (%)** | **n-3** | **n-6** | **AIN-93G** |
| --- | --- | --- | --- |
| Protein | 18.3 | 18.3 | 20 |
| Fat | 7.1 | 7.1 | 5.6 |
| LA | 1.2 | 3.72 | 2.19 |
| n-3 | 3.5 | 0.5 | 0.33 |
| n-6 | 3.5 | 6.5 | 3.78 |
| n-3:n-6 | 1:1 | 0.08:1 | 0.09:1 |

The n-6 and n-3 PUFAs were derived from corn oil or menhaden fish oil respectively. The n-6 PUFA contained 65g/Kg corn oil and 5g/Kg menhaden fish oil with an approximate (n3): (n6) ratio of 0.08:1. The n-3 PUFA diet contained 35 g/Kg corn oil and 35 g/Kg fish oil with an approximate (n3): (n6) ratio of 1:1.

# Supplementary material for: Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet
**Source:** Transl Psychiatry. 2018 Jul 2;8:125. doi: 10.1038/s41398-018-0167-x
**Supplement:** Supplementary file 2 — Supplementary Table 2

**Supplementary Table 2: Primer sequences used for RT-qPCR analysis of top transcripts**.

| Gene | Primer sequence 5’- 3’ | | Length bp |
| --- | --- | --- | --- |
| *18S* | Forward | CAGGATTGACAGATTGATAGCTCTTTC | 76 |
|  | Reverse | ATCGCTCCACCAACTAAGAACG |  |
| *Abat* | Forward | CTGAACACAATCCAGAATGCAGA | 142 |
|  | Reverse | GGTTGTAACCTATGGGCACAG |  |
| *Gnas9* | Forward | GAGGACTACTTTCCAGAGTTCG | 134 |
|  | Reverse | CCACTAGCAGTGCTGATTCT |  |
| *Sfi1* | Forward | GAGGGAAGAATGGTGGGTCTC | 157 |
|  | Reverse | ATGCTCAGCTATTCGGAACCT |  |
| *Cerk* | Forward | TCCGTGCTGTGGGTGAAAC | 166 |
|  | Reverse | CGCAGTCGTCTTTTTCCTCAA |  |
| *Gnas6* | Forward | AAGCAACTGGAGGAGGAGAA | 99 |
|  | Reverse | CCGGTAACGACCCTCAGT |  |
| *Oprk1* | Forward | CGCTGTCTACTCTGTGGTATTT | 90 |
|  | Reverse | GCGGTCTTCATCTTCGTGTAT |  |

The primers were designed based on the transcribed sequence of the test gene with the PrimerQuest design software (www.idtdna.com/PrimerQuest/Home/). i). For RT-PCR the primers were designed to span for different multiple exons to avoid amplification from gDNA.

# Supplementary material for: Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet
**Source:** Transl Psychiatry. 2018 Jul 2;8:125. doi: 10.1038/s41398-018-0167-x
**Supplement:** Supplementary file 3 — Supplementary Table 3

**Supplementary Table 3. Differentially methylated CpG sites n-6-SAL vs n-6-POL and n-3 POL vs n-6-POL.**

n-6-SAL vs n-6-POL comparison lists the MIA effect. n-3 POL vs n-6-POL comparison lists the n-3 effect. Distance to the nearest gene, *q*-value –BH corrected *p-*value, **Δ**methylation – difference in methylation in percentages listed as a range, number of differentially methylated CpG sites are listed in the gene. The lowest *q*-value among the differentially methylated CpG sites is listed for these genes. * Functional association with Schizophrenia. # Association with autism.

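Supplementary Table 3 lists 197 entries for 196 gene names and 311 sites in total. The lowest and highest Δmethylation printed in every one of the 197 entries were found among the called sites of the authors' deposited table for the MIA comparison. In 152 entries they belonged to sites whose nearest RefSeq gene in GRCm38 carries the printed name, and in 45 to sites whose nearest gene has another name. By the printed changes, 158 entries were hypomethylated only, 33 hypermethylated only and 6 had both. A diet q-value below 0.01 is printed in 39 entries.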

# Supplementary material for: Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet
**Source:** Transl Psychiatry. 2018 Jul 2;8:125. doi: 10.1038/s41398-018-0167-x
**Supplement:** Supplementary file 4 — Supplementary Table 4

**Supplementary Table 4**. Ingenuity Pathway Analysis of the MIA affected genes.

|  | **Functional network** | **Biofunction Pathway** | **Canonical Pathway** | **Physiological System Developmentand Function** |
| --- | --- | --- | --- | --- |
| 1) n-6-SAL vs n-6-POL | Nervous system development and function (34) | Developmental disorders(22,  *p* = 5.69×10-5, *q* = 0.01) | Ceramide signalling  (*p* = 3.53×10-4),  AMPK Signalling  ( *p* = 5.72×10-4),  IL-6 signalling  (*p* = 1.76×10-3) | Connective Tissue Development and Function (16, *p* = 2.38×10-6, *q* = 0.01),  Embryonic Development  (37, *p* = 2.38×10-6, *q* = 0.01),  Organ Development (26,  *p* = 2.38×10-6, *q* = 0.01) |
| 2) n-3-POL vs n-6-POL | Nervous system development and function (27) | Developmental disorders, 4th (5, *p* = 3.24×10-3,  *q* = 0.04) | Neuropathic pain signalling in dorsal horn neurons  (*p* = 3.09×10-4) | Nervous system development and function (11, *p* = 2.5×10-3, *q* = 0.04),  Embryonic Development  (15, *p* = 3.24×10-3, *q* = 0.04) |

*q*-value – BH corrected *p-*value, 1) The top biological function pathway in this comparison was ‘developmental disorders’ comprising 22 differentially methylated genes. 2) Among the top biological functions, ‘developmental disorders’ comprising 5 differentially methylated genes was ranked four. The top canonical pathway identified was ‘neuropathic pain signalling in dorsal horn neurons’ and the next ranked pathways were signalling pathways. The top ranking functions within molecular and cellular functions were carbohydrate and lipid metabolism related.

# Supplementary material for: Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet
**Source:** Transl Psychiatry. 2018 Jul 2;8:125. doi: 10.1038/s41398-018-0167-x
**Supplement:** Supplementary file 5 — Supplementary Table 5

**Supplementary Table 5. Chromatin state and MECP2 occupancy at DMRs**

MNase, MECP2 ChIP tag intensity at the DMRs and distance to the nearest gene is listed.

# Supplementary material for: Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet
**Source:** Transl Psychiatry. 2018 Jul 2;8:125. doi: 10.1038/s41398-018-0167-x
**Supplement:** Supplementary file 6 — Supplementary Table 6

**Supplementary Table 6**. Ingenuity Pathway Analysis of the n-3 affected and unaffected genes intervention.

|  | **Brain expression** | **Biofunction Pathway** |
| --- | --- | --- |
| Intervention affected | 65 genes, *p* = 1.9×10-3, *q* = 0.16 | Regulation of transcription, DNA-dependent (24 genes, *p* = 2.01×10-4) |
| Intervention unaffected | 14 genes, *p* = 0.043, *q* = 0.91 | Phosphoprotein phosphatase activity (3 genes, *p* = 0.02) |
| Intervention specific DMRs | Not specific | Vasopressin-regulated water reabsorption, (*p* = 4×10-3), Proton Pump Inhibitor Pathway (*p* = 4.1×10-3). |

*q-*value – BH corrected *p-*value, 1) Brain was the active site of expression for 65 genes and the top biological function pathways affected were ‘regulation of transcription, DNA dependent’. No significant canonical pathways were identified. 2) Similarly, pathway and functional analysis of 40 genes not affected by n-3 intervention showed 14 genes actively expressed in brain. The top biological function identified in this subset of genes was ‘phosphorprotein phosphatase activity’.

# Supplementary material for: Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet
**Source:** Transl Psychiatry. 2018 Jul 2;8:125. doi: 10.1038/s41398-018-0167-x
**Supplement:** Supplementary file 7 — Supplementary Figures Legends

**Supplementary Figure 1. The assignment of offspring and litters to the experimental groups ("units").**

**Supplementary Figure 2. Analytical pipeline used in the study.**

**Supplementary Figure 3. Quality control and annotations.**

**A.** Distribution of DMRs annotated to genomic locations. **B.** Distribution of DMRs to CpG islands and shores. **C.** Frequency distribution showing distance from DMRs to the nearest feature. **D.** Distribution of methylation percentages at the investigated CpG sites.

**Supplementary Figure 4. Genome Browser tracks for the top differentially methylated genes.**

Y axis shows percentage of methylation for saline control group and MIA group tracks. **A.** Methylation profile of CpG sites within *Sfi1.* **B.** Methylation profile of CpG sites within *Sox17.* **C.** Methylation profile of CpG sites within *Pex2*.

**Supplementary Figure 5. Gender stratified gene expression profile of six transcripts.**

**Supplementary Figure 6. Chromatin state and MECP2 occupancy at DMRs.**

**A.** Heatmap for MECP2 ChIP and MNase tag intensity at 311 DMRs. **B.** MECP2 tag intensity at 64 overlapping DMRs. **C.** MNase tag intensity at 64 overlapping DMRs. **D.** MECP2 ChIP and MNase tag intensity distribution at DMRs. Plot is extended 5kb up and 5kb downstream at x axis.

**Supplementary Figure 7. *Gnas* isoform specific methylation difference.**

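For each Gnas transcript variant, Supplementary Figure 7 charts Δmethylation at single CpG sites in the MIA and diet comparisons and the mean of each. The MIA values charted are those of 10 sites from 174299112 to 174299932 and of 4 sites from 174327955 to 174328433 on chromosome 2 of GRCm38, each found in the authors' deposited table. The charted diet values belong to the same sites in another order, and 1 of the 10 and 2 of the 4 stand beside the MIA value of their own site. The means do not depend on that order.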

**A.** *Gnas* transcript variants. **B.** *Gnas6* Δmethylation distribution from two comparisons. **C.** *Gnas9* Δmethylation distribution from two comparisons.

# Supplementary material for: Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet
**Source:** Transl Psychiatry. 2018 Jul 2;8:125. doi: 10.1038/s41398-018-0167-x
**Supplement:** Supplementary file 8 — Supplementary Figure 1

## Slide 1
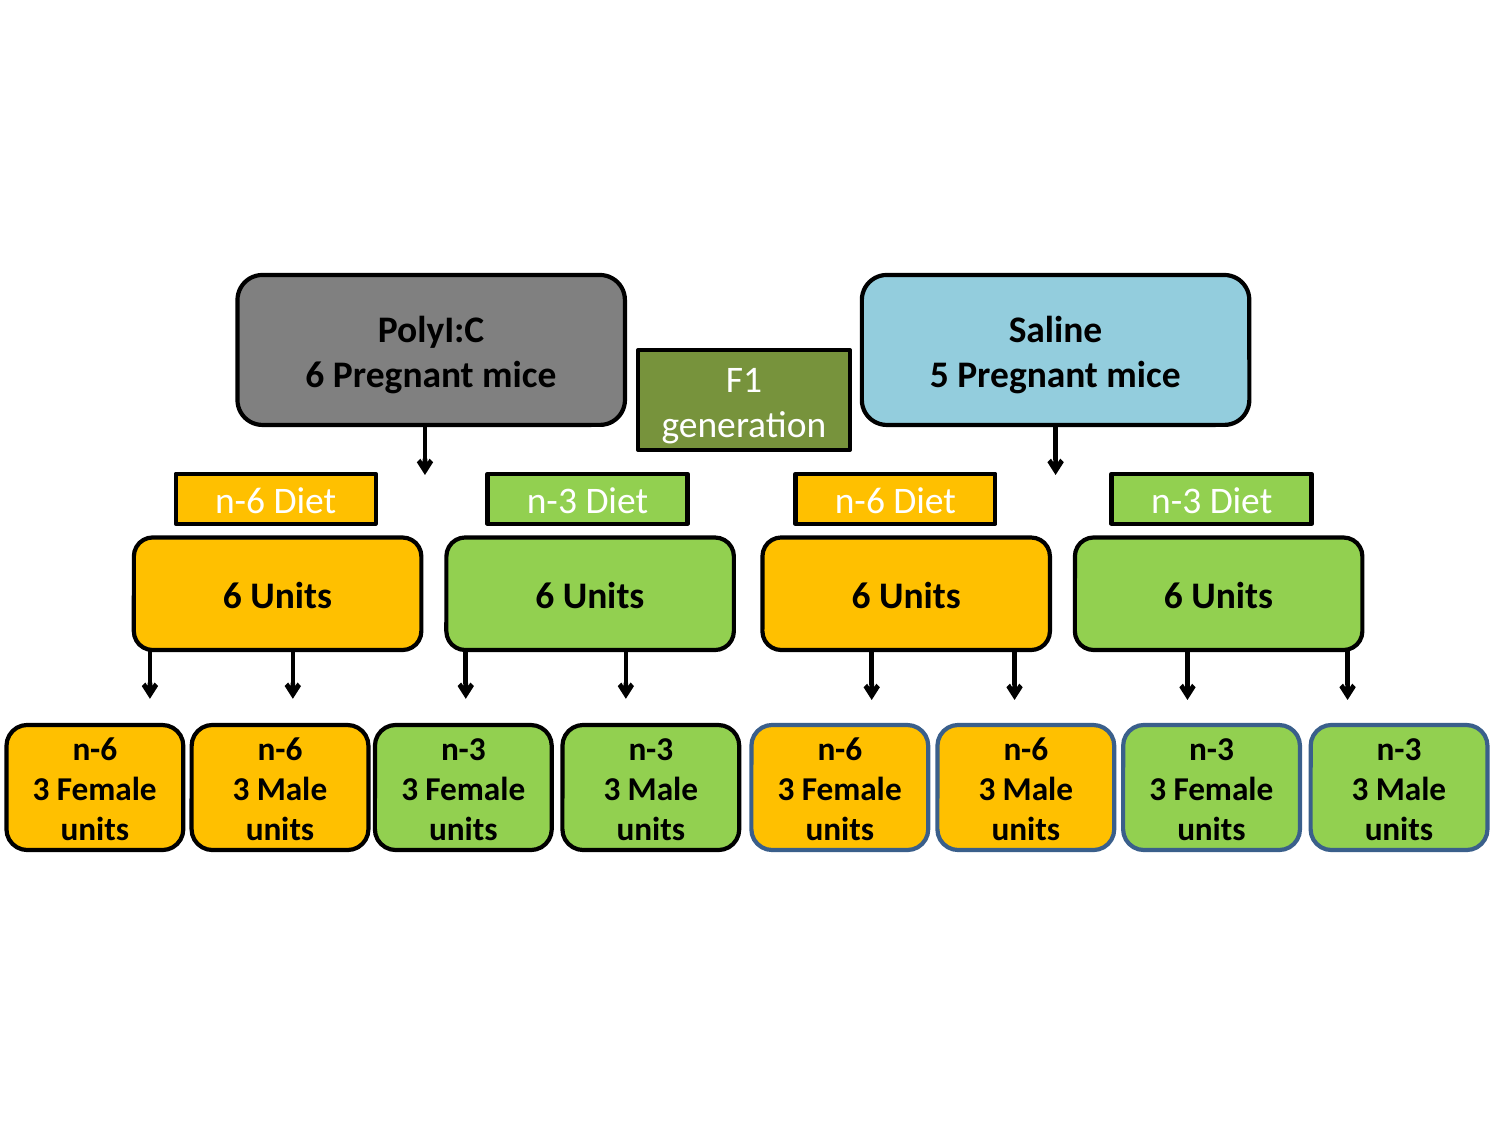

PolyI:C
6 Pregnant mice
Saline
5 Pregnant mice
F1 generation
 n-6 Diet
 n-3 Diet
 n-6 Diet
 n-3 Diet
6 Units
6 Units
6 Units
6 Units
n-6
3 Female units
n-6
3 Male
units
n-3
3 Female
units
n-3
3 Male
units
n-6
3 Female
units
n-6
3 Male
units
n-3
3 Female
units
n-3
3 Male
units

# Supplementary material for: Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet
**Source:** Transl Psychiatry. 2018 Jul 2;8:125. doi: 10.1038/s41398-018-0167-x
**Supplement:** Supplementary file 12 — Supplementary Figure 5

## Slide 1
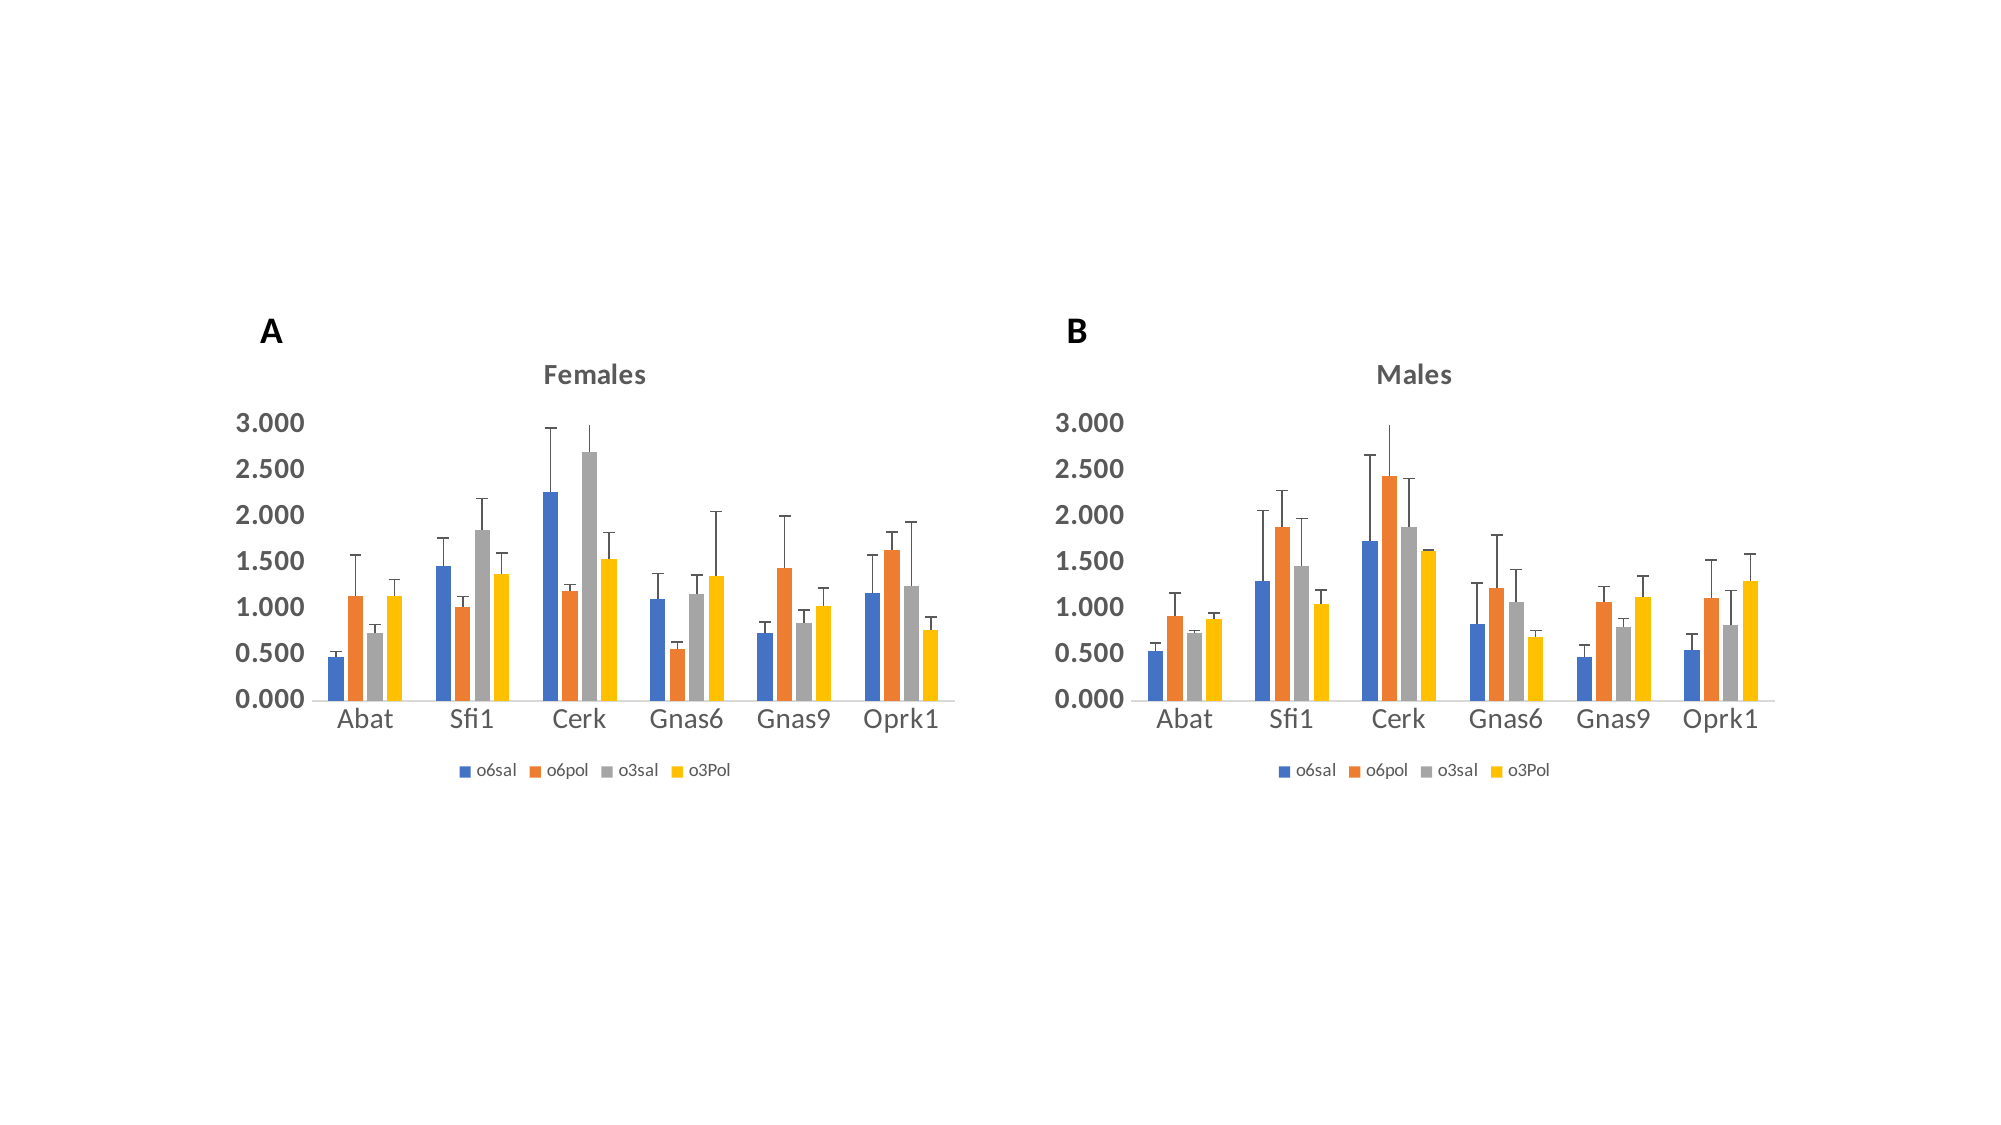

A
B
### Chart: Females
| Category | o6sal | o6pol | o3sal | o3Pol |
|---|---|---|---|---|
| Abat | 0.47995717451074643 | 1.1395953389378493 | 0.7432135311364295 | 1.1449814359794224 |
| Sfi1 | 1.4740340962051965 | 1.0236667203723198 | 1.8678420339611155 | 1.3839778498792625 |
| Cerk | 2.279081291362587 | 1.197044815773669 | 2.710942069115461 | 1.549354008393097 |
| Gnas6 | 1.1121866602210635 | 0.5684076371891295 | 1.1693147701475641 | 1.3566404313834728 |
| Gnas9 | 0.7468575399849765 | 1.4531020287249223 | 0.8501222459754002 | 1.0322343372636142 |
| Oprk1 | 1.1765632453490222 | 1.6473662281685906 | 1.257828945215041 | 0.7772282545282009 |
### Chart: Males
| Category | o6sal | o6pol | o3sal | o3Pol |
|---|---|---|---|---|
| Abat | 0.5507027500273596 | 0.9268032431900145 | 0.7442005537847324 | 0.8943644967259475 |
| Sfi1 | 1.3091427856729672 | 1.8921089214314748 | 1.475720939716883 | 1.0516610795547428 |
| Cerk | 1.7415896690274064 | 2.4494206728667782 | 1.8982246155167048 | 1.6385240834978845 |
| Gnas6 | 0.8348578084204932 | 1.228943299672294 | 1.0766229863592949 | 0.7025457437912803 |
| Gnas9 | 0.4858824632990948 | 1.0800933471814396 | 0.8063752320851713 | 1.132276023494267 |
| Oprk1 | 0.5568781952066039 | 1.1247779846955082 | 0.8248588707513657 | 1.3072315014590274 |

# Supplementary material for: Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet
**Source:** Transl Psychiatry. 2018 Jul 2;8:125. doi: 10.1038/s41398-018-0167-x
**Supplement:** Supplementary file 13 — Supplementary Figure 6

## Slide 1
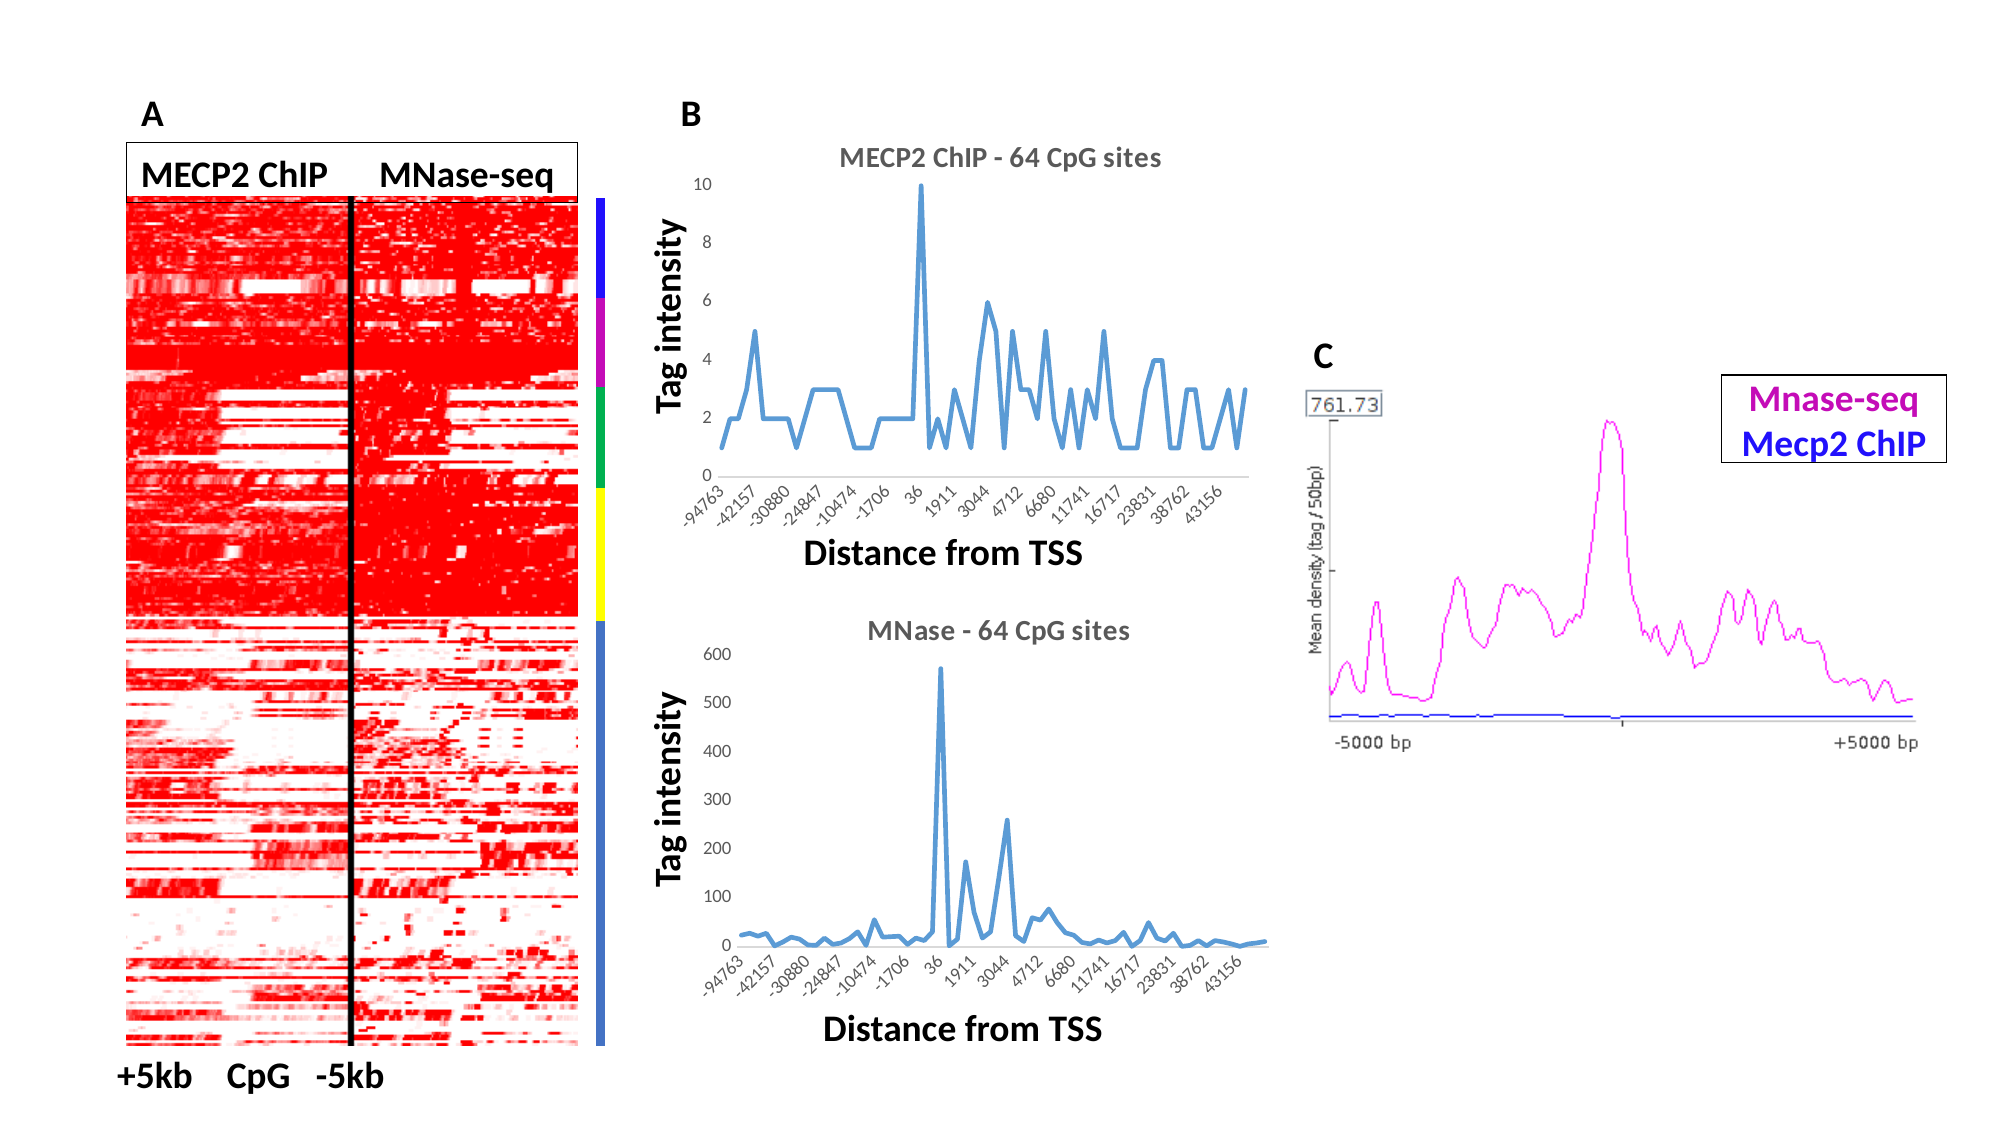

A
B
### Chart: MECP2 ChIP - 64 CpG sites
Tag intensity
MECP2 ChIP MNase-seq
+5kb CpG -5kb
C
Mnase-seq
Mecp2 ChIP
### Chart: MNase - 64 CpG sites
Tag intensity

# Supplementary material for: Prenatal immune activation alters the adult neural epigenome but can be partly stabilised by a n-3 polyunsaturated fatty acid diet
**Source:** Transl Psychiatry. 2018 Jul 2;8:125. doi: 10.1038/s41398-018-0167-x
**Supplement:** Supplementary file 14 — Supplementary Figure 7

## Slide 1
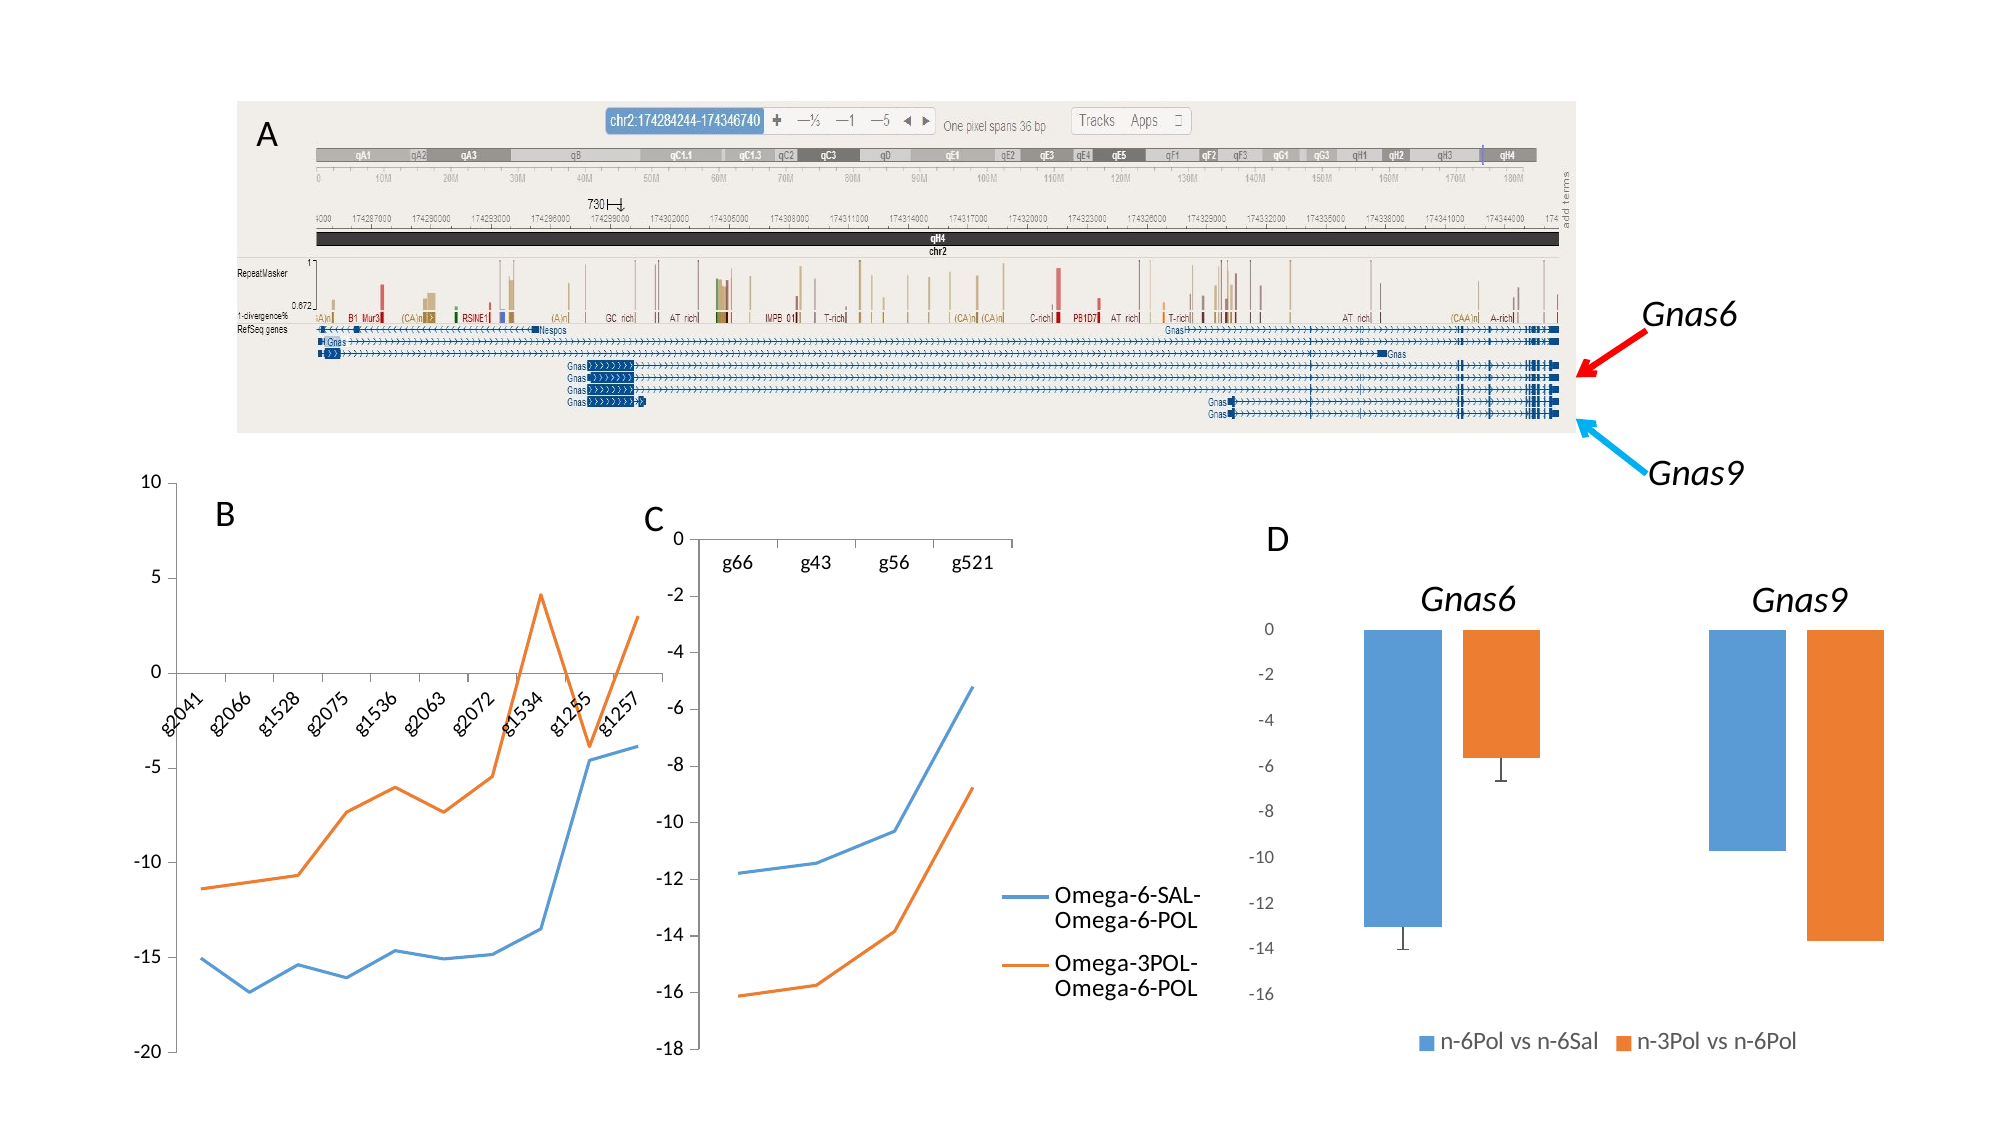

A
Gnas6
Gnas9
### Chart
| Category | Omega-6-SAL-Omega-6-POL | Omega-3POL-Omega-6-POL |
|---|---|---|
| g2041 | -15.01683023 | -11.37296867 |
| g2066 | -16.81781433 | -11.01709678 |
| g1528 | -15.36345988 | -10.65500336 |
| g2075 | -16.05153081 | -7.322133386999999 |
| g1536 | -14.62467645 | -6.013513513999999 |
| g2063 | -15.05906033 | -7.330567082 |
| g2072 | -14.82653169 | -5.447154471999999 |
| g1534 | -13.47605695 | 4.135338345999999 |
| g1255 | -4.589272189 | -3.870187462 |
| g1257 | -3.849066996999999 | 3.007518797 |B
C
D
### Chart
| Category | Omega-6-SAL-Omega-6-POL | Omega-3POL-Omega-6-POL |
|---|---|---|
| g66 | -11.78571429 | -16.12316325 |
| g43 | -11.42857143 | -15.73706286 |
| g56 | -10.29985373 | -13.83549615 |
| g521 | -5.194455140999998 | -8.751608752 |Gnas6
Gnas9
### Chart
| Category | n-6Pol vs n-6Sal | n-3Pol vs n-6Pol |
|---|---|---|
| Gnas6 | -12.9674299856 | -5.5885767584 |
| Gnas9 | -9.67714864775 | -13.611832752999998 |

How the deposited data were processed for this re-analysis (not part of the article)

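Hypothalamus was collected at 12 weeks of age from offspring in 4 groups of 6 pooled units (n-6-SAL, n-6-POL, n-3-SAL and n-3-POL), each with 3 female and 3 male units. The authors sequenced RRBS libraries with single-end reads of 51 bp, trimmed adapters, aligned the reads, normalised read depth between units by quantiles and calculated percent methylation at each CpG site. With methylKit the authors then fitted a logistic regression per CpG with treatment alone and deposited, for each comparison, a p-value, a q-value and a difference in percent methylation per site. The deposited differences in methylation are n-6-POL minus the other group, in percentage points. The sign was taken from Table 2, where Sfi1 is lower in n-6-POL. The deposited q-values are the Benjamini-Hochberg values over the rows of each table divided by one constant, so they were computed over the listed sites.

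The values of single units and the comparison of n-3-SAL with n-6-SAL were not analysed here, and neither were global methylation and mRNA levels. The depth per unit and per site is unknown, because the deposited tables give no read counts. For this reason no coverage minimum, no replicate error and no re-fit of the logistic model could be used, and the counts of sites are counts of the authors' q-values. A percent of called sites is given with its Wilson 95% interval, which covers counting error over sites only.

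Positions were compared with GRCm38, whose sequence has a CpG at all 13296 listed positions on assembled chromosomes. The 17 sites on scaffolds were counted but given no gene. Each site was assigned to the gene of the nearest RefSeq transcription start (curated transcripts) and placed in a coding exon, untranslated exon, non-coding exon, intron or intergenic sequence, in that order where transcripts differ. The 101 bp around each site were searched in the genome with BLAST 2.17.0, and matches of at least 95% identity over at least 90 bp were counted as copies. Shorter matches and copies missing from the assembly are left out of this count, so a site with 1 copy may still share reads. Called loci linked by such matches were joined into sequence families. A site was taken as the second of 2 close cut sites when its CpG lies in CCGG and another CCGG starts less than 51 bp upstream. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and Matplotlib 3.10.9 were used.

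Sites were called at a q-value below 0.01, as in the paper. Sites are shared between comparisons when chromosome and start are identical, and regions join called sites within 250 bp. The changes in the 2 comparisons were compared by the Kolmogorov-Smirnov test on signed values, the Wilcoxon signed rank test on absolute values, and Pearson's r and Spearman's rho across sites, which are not independent replicates. The sites named in the text are those of the genes named in the paper's results and the 5 sites with the largest absolute change at a q-value below 0.01 in each comparison. Alternatives were other q-value thresholds, q-values recomputed from the deposited p-values, a minimum change of 3 or 10 percentage points, autosomes only, regions in place of sites, signed in place of absolute changes and a gap of 1000 bp. Keeping only sequence found once, counting sequence families once, leaving out the second of 2 close cut sites, GENCODE in place of RefSeq, leaving out sites on scaffolds, and the comparison of changes at sites selected by the diet q-value were added after seeing the data.

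The functions were tested on simulated data of 3 groups with 10000 sites, of which 200 were changed in n-6-POL alone. With binomial reads, 69.5% of the changed sites and 1 unchanged site were called, and the slope between the 2 comparisons at unchanged sites was 0.505. With extra variation between units, 80 unchanged sites were called and the median test statistic of unchanged sites was 1.98 times that of a uniform p-value. The size of that variation and the depth were set by hand and not estimated from the deposited data, so these values do not carry over to them.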

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

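Both tests below were chosen after the results were seen. The deposited tables hold called sites on scaffolds that the paper does not discuss. In the authors' deposited table for n-6-SAL vs n-6-POL, the site at 59716 on scaffold JH584304 had a Δmethylation of −10.2 percentage points (q-value 1.21e-12), and −8.15 against n-3-POL in the authors' deposited table (q-value 8.61e-07). A site at 149667 on scaffold GL456221 had −2.86 percentage points (q-value 0.00837) and −0.817 (q-value 0.776) in the authors' deposited tables. The reference names its scaffolds differently, and each of these was taken to be the 1 contig with a CpG at all of its listed positions.

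Reads shared with a near-identical copy were tested as a technical explanation, and 1 of these sites had such a copy on an assembled chromosome. The sequence around 149667, inside the annotated gene Csprs, had 112 copies, 108 of them on assembled chromosomes, so its change cannot be told apart from a change at those copies. The sequence around 59716, which lies 26 bp from the annotated gene AC149090.1, had no second match of at least 90 bp. Shorter matches the length of a read and copies missing from the assembly were not searched, so shared reads are not excluded there. Depth and variation between units were not tested, since the deposited tables give neither, and an effect of MIA at this locus was not separated from them.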

How the results depend on the processing

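The alternatives named here were set before the data were examined, except those said to have been added. No alternative reversed a result. With a q-value below 0.05, the MIA comparison gave 610 sites, the diet comparison 232, both comparisons together 157, and the MIA sites not called against n-3-POL numbered 427. With a q-value below 0.001 these counts were 154, 54, 46 and 104, and the share of MIA sites lower in n-6-POL was 78.6%.

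Further alternatives were added after seeing the data. Keeping only sites whose sequence occurs once in the genome left 148 MIA sites, 89.2% of them lower in n-6-POL, and 41 diet sites, 78.0% of them lower. Counting each sequence family once gave 160 and 46 sites. Leaving out the second of 2 close cut sites gave 272 and 68 sites, of which 95.2% and 94.1% were lower in n-6-POL.

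Recomputed Benjamini-Hochberg q-values gave 314 MIA and 100 diet sites. A minimum change of 10 percentage points left 267 and 74 sites, autosomes alone 312 and 96, and regions of 250 bp 234 and 73, or 225 MIA regions at 1000 bp. The Kolmogorov-Smirnov and Wilcoxon tests kept p below 0.05 with signed or absolute changes and with regions in place of sites, with D between 0.405 and 0.469. At sites selected by the diet q-value instead, an alternative added after seeing the data, the Wilcoxon test over n = 95 sites gave V = 2731 (p = 0.0945). The direction was the same without passing 0.05, under a selection that favours the larger change against n-3-POL. Pearson's r between the 2 changes ranged from 0.605 at sites with a q-value of 0.05 or more in both comparisons to 0.907 at MIA sites.

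No paired analysis was possible because the deposited tables hold comparisons of groups and no values of single units. For the same reason other splits of the units into groups could not be drawn, single units could not be left out, and a coverage minimum could not be varied. Unknown depth limits every site: sites that were not called include any with few reads, and how many of the 235 MIA sites not called against n-3-POL would be called at greater depth is not known.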

Differences from the paper's values

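The comparisons in the last paragraph of this part were chosen after the results were seen. The paper's V in the Wilcoxon test is 8090, while the absolute changes gave 46910. Signed changes gave a V of 7440, nearer to the paper's value without equalling it, and regions of 250 bp gave 24244. The paper states about 25 000 locations, and the deposited tables list 13313 distinct sites, or 24225 entries when both tables are added. For genes with both hypomethylated and hypermethylated sites in the diet comparison, the paper gives 1 and the nearest RefSeq genes gave 3. With GENCODE, an alternative added after seeing the data, the count was 2. The range for Sfi1 in the paper's results text ends at −10.05 in the MIA comparison and −8.51 in the diet comparison, whereas the authors' deposited tables end at −6.59 and −5.10, as does the paper's own Table 2. For Cerk, the paper's Table 2 prints −30.08 to −26.79, the range it also prints for Erdr1, and the authors' deposited table has −24.4, which is also the value in the paper's Supplementary Table 3. For Gnas transcript 9, the paper's Δmethylation is −19.74, and the largest change beside the start of variant 9 in the authors' deposited table was −11.8. No alternative set before the data were examined bears on the location, gene, Sfi1, Cerk or Gnas values. With an absolute change of at least 3 percentage points, the counts were 320 in the MIA comparison, as in the paper, and 102 in the diet comparison, where the paper gives 101. Leaving out the sites on scaffolds, an alternative added after seeing the data, gave the paper's 320 and 101.

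In the authors' deposited table, a Δmethylation of −19.7 with a q-value of 0.000497 stands at 165311791 on chromosome 2, in a coding exon of Elmo2. The Elmo2 entry of the paper's Supplementary Table 3 prints the change of another site, −7.09 at 47754199 on chromosome 6 in the authors' deposited table. The paper places the Abat site upstream of the gene, and in GRCm38 it lies 16715 bp downstream of the transcription start, in an intron. The paper counts 8 Sfi1 sites in the diet comparison, and 9 had a q-value below 0.01 in the authors' deposited table. For Gnas methylation, the paper describes variant 6 as restored by the diet and variant 9 as not significantly changed. In the authors' deposited table, 2 of the 4 variant 9 sites and none of the 10 variant 6 sites had a diet q-value below 0.01. In the paper's Supplementary Table 5, the distance printed in 59 of 64 entries is that of a gene other than the one named, and in 2 entries that of the named gene. The methods name mm9 for gene annotation and mm10 for enhancers, and all 13296 positions on assembled chromosomes are CpG sites of GRCm38.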

Other observations

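All tests below were chosen after the result they bear on was seen, except the count of end-repair positions among sites that were not called.

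The sites with higher methylation in n-6-POL had a distinct position. In RRBS, the cytosine at the far end of a fragment between close MspI cut sites is filled in with an unmethylated base during end repair, so a read that runs to that end reports the fill-in and not the genome. Of the 53 MIA sites with higher methylation, 40 (75.5%) were such end-repair positions, against 5.77% of sites that were not called (Fisher's exact test, p = 3.31e-38). Counted by sequence family, 17 of 25 families with higher and 8 of 133 with lower methylation held one (Fisher's exact test, p = 2.71e-11). In the diet comparison 29 of 33 sites were end-repair positions. At the 40 MIA sites the upstream cut site lay 17 to 50 bp away (median 40). The paper dropped trimmed reads below a minimum length, so whether fill-in was read at the closest pairs is not known. If fill-in differed between the groups throughout, end-repair positions that were not called should also be higher in n-6-POL. Of the 647 tested in the MIA comparison, 38.6% were, against 37.5% of the other sites (Fisher's exact test, p = 0.558), and in the diet comparison 47.6% against 41.5% (Fisher's exact test, p = 0.000792). This test leaves out the called sites and with them the largest changes. Over all tested sites, called ones included, 41.6% of end-repair positions and 36.7% of the other sites were higher in the MIA comparison. Of end-repair positions with 1 copy that were not called, 31.5% of 485 were higher in the MIA comparison and 42.8% of 572 in the diet comparison. Other sites with 1 copy were not counted separately. The median change at end-repair positions that were not called was −1.22 against −0.799 at other such sites in the MIA comparison. In the diet comparison it was −0.244 against −0.529. These values differ in direction and do not settle whether the shift is general. The definition of an end-repair position was reached after cut sites alone and the distances to cut sites on either side had been looked at, so the first p-values are smaller than a test set beforehand would give. A candidate explanation is a difference in digestion or trimming at a subset of short fragments, which cannot be told apart from higher methylation at the same sites without reads.

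Near-identical copies elsewhere in the genome were found for 53.8% of MIA sites and 47.5% of sites that were not called, and over 1000 copies for 7.50% against 22.8%. In the diet comparison these shares were 59.4% against 47.4%, and 15.8% against 21.3%. The gaps were not tested. Among MIA sites the directions differed: 69.8% of the sites with higher methylation had more than 1 copy and 20 of 53 over 1000, against 50.6% and 4 of 267 of the sites with lower methylation. The largest family had 44 loci called in either comparison, a median of 65 copies in the genome, and a mean Δmethylation of −18.8 percentage points against n-6-SAL and −13.7 against n-3-POL over its sites in the authors' deposited tables. Of its CpG sites that were tested and not called, 53 of 53 (100%) were also lower in n-6-POL, with a median of −10.5, while 62.8% of all tested sites were lower. A family-wide loss of methylation and reads placed at the wrong copy both give this, and the test does not separate them. The hypermethylated sites near Sox17, Oprk1, Eya1 and 4 other genes formed another family, of 9 loci and a median of 5871 copies. Of its 318 CpG sites that were tested and not called, 65.4% were lower in n-6-POL, with a median of −0.620. In another family with higher methylation, 18.5% of 92 such sites were lower (median 2.85), in a further one 30.0% of 10 (median 1.08), and in one more the 1 site tested was higher (7.91). These sites include other CpG positions of the repeated sequence than the called ones, so they do not show whether equivalent positions on other copies share the change. At Erdr1, 2 pairs of called sites on X and Y lie at the same offsets with the same direction, which cannot be told apart from reads shared between the 2 copies.

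The diet change followed the MIA change across the 10912 sites in both tables (Pearson's r = 0.718, Spearman's rho = 0.621). Since n-6-POL enters both, sampling noise of that group alone gives a slope near 0.5 with equal noise, and the slope was 0.579 at the sites with a q-value of 0.05 or more in both. At MIA sites it was 0.661 (95% bootstrap interval over 147 sequence families, 0.598 to 0.695), which exceeds 0.579 by 0.0139 to 0.123 when both are resampled. Without the condition on the diet q-value, sites with a MIA q-value of 0.05 or more had a slope of 0.598, and the difference then ran from −0.00683 to 0.104, which includes 0. Over the MIA sites as a whole, the slope therefore cannot be told apart from that of the other sites. At the 39 sites with a MIA q-value below 1e-10 the slope was 0.763 and the sign was the same at 100% of sites, though this group was not tested on its own. The median ratio of the changes was 0.799 at these 39 sites, 0.663 at the 44 sites between 1e-10 and 0.0001, and 0.636 at the 226 sites between 0.0001 and 0.01. The slope did not rise steadily with significance, at 0.625 for the 44 sites and 0.653 for the 226. An effect of the diet and a batch effect confined to n-6-POL give the same pattern and were not separated. The paper states that samples were coded and randomised when the data were generated, and no batch labels were at hand to test this.

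At the 235 MIA sites that were not called against n-3-POL, a median of 40.5% of the MIA change was left between n-3-POL and n-6-SAL, and at the 74 sites called in both comparisons 16.5%. The groups of sites were defined by the diet q-value, so this difference was not tested. Selection by the MIA q-value also lowers the ratio of the changes, and selection by the diet q-value raises it. The ratio was 0.665 at MIA sites and 0.921 at the 95 diet sites with an MIA value.

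Small p-values were in excess over all sites. The median test statistic was 1.91 times that of a uniform p-value in the MIA comparison and 1.51 in the diet comparison. Variation between units that a logistic model with treatment alone leaves out may give this, as may many small changes, and without values of single units these cannot be told apart. In simulated data of 10000 sites with such variation the factor was 1.98, with 80 unchanged sites called. The size of the simulated variation and the depth were set by hand and not estimated from these data. The simulation shows that such variation can raise the factor. Its closeness to 1.91 is no evidence for this cause, and the 80 sites do not estimate false calls here.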
